# Direct and Absolute Quantification of over 1800 Yeast Proteins via Selected Reaction Monitoring* [Fn FN2]

**DOI:** 10.1074/mcp.M115.054288

**Published:** 2016-01-10

**Authors:** Craig Lawless, Stephen W. Holman, Philip Brownridge, Karin Lanthaler, Victoria M. Harman, Rachel Watkins, Dean E. Hammond, Rebecca L. Miller, Paul F. G. Sims, Christopher M. Grant, Claire E. Eyers, Robert J. Beynon, Simon J. Hubbard

## Abstract

Defining intracellular protein concentration is critical in molecular systems biology. Although strategies for determining relative protein changes are available, defining robust absolute values in copies per cell has proven significantly more challenging. Here we present a reference data set quantifying over 1800 *Saccharomyces cerevisiae* proteins by direct means using protein-specific stable-isotope labeled internal standards and selected reaction monitoring (SRM) mass spectrometry, far exceeding any previous study. This was achieved by careful design of over 100 QconCAT recombinant proteins as standards, defining 1167 proteins in terms of copies per cell and upper limits on a further 668, with robust CVs routinely less than 20%. The selected reaction monitoring-derived proteome is compared with existing quantitative data sets, highlighting the disparities between methodologies. Coupled with a quantification of the transcriptome by RNA-seq taken from the same cells, these data support revised estimates of several fundamental molecular parameters: a total protein count of ∼100 million molecules-per-cell, a median of ∼1000 proteins-per-transcript, and a linear model of protein translation explaining 70% of the variance in translation rate. This work contributes a “gold-standard” reference yeast proteome (including 532 values based on high quality, dual peptide quantification) that can be widely used in systems models and for other comparative studies.

Reliable and accurate quantification of the proteins present in a cell or tissue remains a major challenge for post-genome scientists. Proteins are the primary functional molecules in biological systems and knowledge of their abundance and dynamics is an important prerequisite to a complete understanding of natural physiological processes, or dysfunction in disease. Accordingly, much effort has been spent in the development of reliable, accurate and sensitive techniques to quantify the cellular proteome, the complement of proteins expressed at a given time under defined conditions (1). Moreover, the ability to model a biological system and thus characterize it in kinetic terms, requires that protein concentrations be defined in absolute numbers (2, 3).

Given the high demand for accurate quantitative proteome data sets, there has been a continual drive to develop methodology to accomplish this, typically using mass spectrometry (MS) as the analytical platform. Many recent studies have highlighted the capabilities of MS to provide good coverage of the proteome at high sensitivity often using yeast as a demonstrator system (4–10), suggesting that quantitative proteomics has now “come of age” (1). However, given that MS is not inherently quantitative, most of the approaches produce *relative* quantitation and do not typically measure the absolute concentrations of individual molecular species by direct means.

For the yeast proteome, epitope tagging studies using green fluorescent protein or tandem affinity purification tags provides an alternative to MS. Here, collections of modified strains are generated that incorporate a detectable, and therefore quantifiable, tag that supports immunoblotting or fluorescence techniques (11, 12). However, such strategies for copies per cell (cpc) quantification rely on genetic manipulation of the host organism and hence do not quantify endogenous, unmodified protein. Similarly, the tagging can alter protein levels - in some instances hindering protein expression completely (11). Even so, epitope tagging methods have been of value to the community, yielding high coverage quantitative data sets for the majority of the yeast proteome (11, 12).

MS-based methods do not rely on such nonendogenous labels, and can reach genome-wide levels of coverage. Accurate estimation of absolute concentrations *i.e.* protein copy number per cell, also usually necessitates the use of (one or more) external or internal standards from which to derive absolute abundance (4). Examples include a comprehensive quantification of the *Leptospira interrogans* proteome that used a 19 protein subset quantified using selected reaction monitoring (SRM)^1^ to calibrate their label-free data (8, 13). It is worth noting that epitope tagging methods, although also absolute, rely on a very limited set of standards for the quantitative western blots and necessitate incorporation of a suitable immunogenic tag (11). Other recent, innovative approaches exploiting total ion signal and internal scaling to estimate protein cellular abundance (10, 14), avoid the use of internal standards, though they do rely on targeted proteomic data to validate their approach.

The use of targeted SRM strategies to derive proteomic calibration standards highlights its advantages in comparison to label-free in terms of accuracy, precision, dynamic range and limit of detection and has gained currency for its reliability and sensitivity (3, 15–17). Indeed, SRM is often referred to as the “gold standard proteomic quantification method,” being particularly well-suited when the proteins to be quantified are known, when appropriate surrogate peptides for protein quantification can be selected *a priori*, and matched with stable isotope-labeled (SIL) standards (18–20). In combination with SIL peptide standards that can be generated through a variety of means (3, 15), SRM can be used to quantify low copy number proteins, reaching down to ∼50 cpc in yeast (5). However, although SRM methodology has been used extensively for *S. cerevisiae* protein quantification by us and others (19, 21, 22), it has not been used for large protein cohorts because of the requirement to generate the large numbers of attendant SIL peptide standards; the largest published data set is only for a few tens of proteins.

It remains a challenge therefore to robustly quantify an entire eukaryotic proteome in *absolute* terms by *direct* means using targeted MS and this is the focus of our present study, the Census Of the Proteome of Yeast (CoPY). We present here direct and absolute quantification of nearly 2000 endogenous proteins from *S. cerevisiae* grown in steady state in a chemostat culture, using the SRM-based QconCAT approach. Although arguably not quantification of the entire proteome, this represents an accurate and rigorous collection of direct yeast protein quantifications, providing a gold-standard data set of endogenous protein levels for future reference and comparative studies. The highly reproducible SIL-SRM MS data, with robust CVs typically less than 20%, is compared with other extant data sets that were obtained *via* alternative analytical strategies. We also report a matched high quality transcriptome from the same cells using RNA-seq, which supports additional calculations including a refined estimate of the total protein content in yeast cells, and a simple linear model of translation explaining 70% of the variance between RNA and protein levels in yeast chemostat cultures. These analyses confirm the validity of our data and approach, which we believe represents a state-of-the-art absolute quantification compendium of a significant proportion of a model eukaryotic proteome.

## EXPERIMENTAL PROCEDURES

### 

#### 

##### Yeast Growth and Sample Preparation

*Saccharomyces cerevisiae* (EUROSCARF accession number Y11335 BY4742; *Mat ALPHA*; *his3*Δ*1*; *leu2*Δ*0*; *lys2*Δ*0*; *ura3*Δ*0; YJL088w::kanMX4*) was grown in defined minimal C-limiting (F1) medium (23) using 10 g/l of glucose as the sole carbon source. The F1 medium was additionally supplemented with 0.5 mm arginine and 1 mm lysine to meet the added auxotrophic requirements of the strain. For biological replication, four cultures were grown in chemostat mode at a dilution rate of 0.1/h and aliquots (15 ml) of the culture were centrifuged (4000 rpm; 4 °C; 10 min). The supernatant was discarded, the pellet flash frozen in liquid nitrogen and stored at −80 °C for subsequent protein extraction. Cell counts were performed using an automated cell counter (Cellometer AUTOM10 by Nexcelom, Lawrence, MA, http://www.nexcelom.com). Proteins were extracted by resuspending the biomass pellets in 250 μl of 50 mm ammonium bicarbonate (filter sterilized) containing 1 tablet of Roche complete-mini protease inhibitors (+ EDTA) (Roche Diagnostics Ltd, West Sussex, UK) per 10 ml of ammonium bicarbonate. Acid washed glass beads (200 μl) were added. The pellet was subjected to repeated bead-beating for 15 bursts of 30 s with a 1 min cool down in between each cycle. The biomass was centrifuged for 10 min at 13,000 rpm at 4 °C; the supernatant was removed and stored in low bind tubes on ice. Fresh ammonium bicarbonate (250 μl) with protease inhibitors was added and the pellet was resuspended by vortex mixing. The bottom of the extraction vial was pierced with a hot needle, the vial placed on a fresh low bind microcentrifuge tube and quickly centrifuged (5 min at 4000 rpm at 4 °C). The flow-through and the supernatant fraction were combined, the exact volume measured and the amount of protein determined by standard Bradford assay (Bio-Rad Laboratories Ltd, Hertfordshire, UK). Protein extracts were aliquoted and stored at −80 °C prior to subsequent digestion.

##### QconCAT Design and Sample Preparation

QconCATs were designed as described previously (2, 19), containing on average 42 Q-peptides acting as surrogate markers for protein quantification. This process included careful selection and ordering of Q-peptides to avoid, where possible, the likelihood of incomplete cleavage in the QconCATs and selection of peptides with poor endogenous cleavage contexts, as estimated by our prediction algorithm McPred (24). A complete list of all 109 QconCATs designed and synthesized along with their Q-peptides and parent proteins is provided in the supplemental Data S1. Proteins targeted for quantification were assembled into the QconCATs, as far as was feasible, by functional groups.

To improve the rigor of quantification and to address the differences in abundance of the native parent proteins within the QconCATs, multiple analytical runs were performed at different loadings of QconCAT in an attempt to constrain analyte/standard ratios between 10:1 and 1:10. To achieve this, three separate yeast digests were performed for each bioreplicate, one of which was spiked with QconCAT to enable codigestion. Yeast lysate representing protein from 21.5 × 10^6^ cells was dispensed into low bind microcentrifuge tubes and made up to 150 μl by addition of 25 mm ammonium bicarbonate, and, in the case of the QconCAT co-digests, 21.6 pmol of QconCAT solution was added. The proteins were denatured by addition of 10 μl of 1% (w/v) RapiGest™ (Waters, Elstree, UK) in 25 mm ammonium bicarbonate and followed by incubation at 80 °C for 10 min. The sample was then reduced (addition of 10 μl of 60 mm DTT and incubation at 60 °C for 10 min) and alkylated (addition of 10 μl of 180 mm iodoacetamide and incubation at room temperature for 30 min in the dark). To allow quantification of the QconCAT, a matched 10 μl of 2.15 pmol/μl glu-fibrinopeptide (Waters) was added to each digest. Trypsin (Sigma, Poole, UK, proteomics grade) was reconstituted in 50 mm acetic acid to a concentration of 0.2 μg/μl and 10 μl added to the sample followed by incubation at 37 °C. After 4.5 h an additional 10 μl of trypsin was added and the digestion left to proceed overnight. The digestion was terminated and RapiGest™ removed by acidification (3 μl of trifluroacetic acid and incubation at 37 °C for 45 min) and centrifugation (15,000 × *g* for 15 min). To check for complete digestion and to quantify the QconCAT, each digest was analyzed by LC-MS using a nanoAcquity UPLC™ system (Waters) coupled to a Synapt™ G2 mass spectrometer (Waters) in MS^E^ mode and searched against a sequence database (See supplementary Methods). The QconCAT was quantified by integrating the peaks generated from the extracted ion chromatogram (XIC) of *m/*z 785.8 (internal standard glu-fibrinopeptide) and *m/z* 788.8 (isotopically labeled glu-fibrinopeptide from QconCAT digestion).

##### SRM Assay Design and Mass Spectrometry

Transitions were selected through the analysis of tryptic digests of the purified QconCATs. Approximately 50–100 fmol of digested QconCAT was loaded onto a nanoAcquity UPLC™ system coupled to a Synapt™ G2 mass spectrometer and product ion spectra acquired in MS^E^ mode. The acquired data was supplemented with extant spectral libraries downloaded from PeptideAtlas (http://www.peptideatlas.org/speclib/) and six transitions per peptide selected. Primarily, transition selection was based on signal intensity, although preference was given to y-ions with *m*/*z* values greater than the precursor ion.

SRM analysis was performed using a nanoAcquity UPLC™ system coupled to a Xevo^TM^ TQMS tandem quadrupole mass spectrometer (Waters). Both quadrupole mass analysers were set to operate at unit mass resolution. To enable time-scheduled acquisition of data, 20 fmol of QconCAT tryptic peptides in a background of 1 μg of yeast tryptic peptides were analyzed on a 60 min LC gradient (3–40% 0.1% formic acid in acetonitrile) to empirically determine the retention times of the Q-peptides. The data was also used to select the three optimal transitions in respect of signal-to-background ratio. From the retention time determination data, time-scheduled methods were constructed using 3 min windows. The methods stipulated the acquisition of 12 data points over a 15 s chromatographic peak width, and each transition had a minimum dwell time of 40 ms typically obtained from two injections. For the final quantification experiment, samples containing the protein equivalent of 200,000 cells and a spike of QconCAT at low (100–250 amol), medium (1–2 fmol) and high (10–20 fmol) concentrations were analyzed. The samples were prepared by serial dilution of the yeast-QconCAT co-digest using a 1:1 mix of the two unspiked yeast digests.

##### Data Processing and FDR Analysis

The mProphet package (25) was used to calculate peptide quantification values from the acquired SRM data, using decoy transitions in order to estimate false discovery rates (FDRs). The decoy transitions were generated using the mGen step of the mProphet pipeline (using the SPIKE_IN workflow option) based on the transitions for the target peptides. The Waters .*raw* files were converted into *mzXML* format using the conversion program wolf-MRM (available at: http://tools.proteomecenter.org/software/wolf-mrm/wolf-mrm.zip). Converted mzXML files were then submitted to the mMap step by setting the –*mach* parameter to *TSQ* and providing the output csv file from mGen. The resulting xml files were then submitted to the mQuest program for peak picking using an optimized parameter file (supporting information). The mQuest xml output was submitted to mProphet to generate the target/reference peptide ratios and associated FDR estimates. Final peptide quantification values, in terms of cpc, were then calculated using the target:reference ratio, known concentration of spike-in heavy QconCAT reference, and the yeast cell count loaded onto the column. In addition, peptide quantification values were only reported when at least three out of four biological replicates passed at a 1% FDR threshold and all had a signal/noise ratio greater than five.

Peptide cpc variance was assessed *via* the robust CV, calculated as 1.4826 times the median absolute deviation: *MAD* = *median*(|*X_i_* − *median_j_*(*X_j_*)|). Protein rCVs were taken directly from peptide rCVs when inferred from a single peptide value, or recalculated using all the peptide values in AA proteins.

##### RNA Extraction, Library Preparation, and Sequencing

RNA extraction using one 15 ml aliquot of the frozen yeast biomass was carried out following previous methods (26). All solutions used were prepared with DEPC (diethylpyrocarbonate 0.1% v/v) treated water. Frozen sample aliquots were ground to a fine powder under liquid nitrogen (26). Pestle and mortar were soaked in 10% bleach to destroy residual RNase activity and washed with diethylpyrocarbonate (DEPC) treated water. RNA was extracted using TriZol® reagent according to the methods of Hayes *et al.*(23) and the final concentration was measured prior to RNA sequencing using a NanoDrop system. Sequencing libraries were generated using the whole Transcriptome Library Preparation protocol provided with the SOLiD® Total RNA-Seq Kit (Life Technologies, Carlsbad, CA). Briefly, rRNA depleted samples were fragmented using RNase III, and subsequently cleaned up using the RiboMinus™ Concentration Modules (Life technologies, Carlsbad, CA). Fragmentation was assessed on a 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA) using the RNA picochip. Fragmented RNAs were reverse transcribed and size selected on a denaturing polyacrylamide gel selecting for 150–250nt cDNA. cDNA was then amplified and barcoded with SOLiD™ RNA barcoding Kit. Samples were then purified using PureLink™ PCR Micro Kit (Life Technologies) and assessed on a 2100 Bioanalyzer (Agilent Technologies) using the High Sensitivity DNA chip. Samples were deposited on slides, and sequenced using the SOLiD v4 sequencing system (Life Technologies), to an average depth exceeding 4 million reads per library, across four biological replicates.

Reads were mapped to a reference genome of *S. cerevisiae*, downloaded from the Saccharomyces Genome Database (SGD), using Bowtie version 1 (27). Mapped sequences were then assembled into transcripts and quantified using Cufflinks version 2.0 (28) using the SGD reference genome GTF file. 

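The deposited tables list 7137 features in each of the 4 replicates, of which 6603 are mRNA features named by ORF. Of these, 6575 are nuclear and 28 mitochondrial. Between 6291 and 6349 mRNA features had an FPKM above 0 in a single replicate, 6415 in at least 1 replicate and 6214 in all 4. An FPKM of at least 1 in every replicate was reached by 6030 mRNA features. The files give 1 FPKM per feature and replicate, so the values were averaged over the 4 replicates for each ORF. Start and end of 5868 of the 5900 nuclear ORFs that are also in the R64 annotation were the same as in R64.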

Counts were aggregated over the four replicates to generate estimates of transcript abundance expressed as FPKM values for 6581 mRNAs. All data is available from the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with accession GSE73898, and the FPKM values reproduced in supplemental Data S1.

## RESULTS

Our aim was to define the *absolute* concentration of the *Saccharomyces cerevisiae* proteome by direct means, in copies per cell, for cells growing in chemostat culture. Analysis was performed using targeted MS, specifically stable-isotope dilution (SID) SRM-MS, using SIL peptides generated *via* the QconCAT strategy (18, 20). An overview of the workflow is shown conceptually in Fig. 1.

**Fig. 1.**
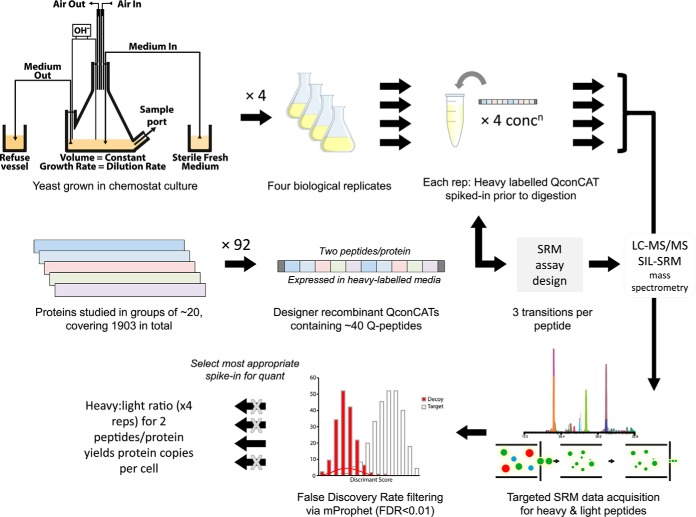
**Schematic overview of QconCAT-based quantification of the yeast proteome using SIL-SRM methodology.** The experimental workflow is depicted in schematic form, showing how chemostat grown yeast samples are extracted, using four biological replicates, for analysis. These samples were combined with designer QconCAT proteins, containing surrogate quantotypic peptides, expressed in a stable-isotope labeled media. SRM assays, designed using a digest of the expressed QconCATs to generate Q-peptides, were then used to quantify the parent proteins. Mixtures of purified QconCAT and yeast proteins were mixed at four concentrations (one of which contained yeast but no QconCAT) and analyzed by SRM-MS to yield SRM chromatogram peak groups for both light (endogenous yeast) and heavy (Q-) peptides. Subsequent quality control by signal:noise cutoffs and mProphet FDR (estimated from decoy transitions) yielded peptide-level copies per cell values, which were then integrated to the protein level for a final quantification.

### 

#### 

##### Protein Quantification by QconCAT

Proteins were quantified from the integrated chromatographic peaks described by the SRM-MS data of selected transitions from the predetermined surrogate peptides. These peak areas were calibrated against known spiked-in quantities of heavy isotope-labeled, matched Q-peptides generated from the designed QconCATs, according to the classical isotope dilution MS methodology. This permitted direct absolute quantification of the proteins of interest in cpc, across four biological replicates. Two peptides were nominated to serve as surrogates to quantify each protein, with peptide selection being based on design principles and predictive tools that were developed expressly for this purpose (2, 19, 24, 29). We describe these peptides as “quantotypic,” because they must be both frequently observed under standard experimental conditions (*i.e.* “proteotypic”) and truly quantitative; they should not lose signal because of suboptimal (incomplete) proteolysis, they should not be (or predicted to be) post-translationally modified, and should not be subject to chemical modification, such as oxidation. All of these issues could potentially result in signal splitting leading to sub-stoichiometric amounts compared with their parent protein. These are important considerations when the endogenous protein and labeled standard usually have different proteolytic cleavage contexts. Digestion conditions have been shown to influence subsequent quantitation (30) and some studies have used “spacer” peptides between the Q-peptides that better emulate the native protein's cleavage context, with notable improvements in some cases (31–33). However, when attempting 2000+ proteins the inclusion of spacers was not considered cost-effective, and we simply concatenated native Q-peptides reasoning that if the digestion proceeds to near-completion then the issue of differential cleavage kinetics is not relevant. Furthermore, we used our missed cleavage prediction algorithm (24) to mitigate against the generation of poor cleavage contexts in the QconCATs and avoided selecting peptides with poorly predicted endogenous cleavage sites. Although we recognize that inclusion of natural flanking spacers offers some potential benefits, we believe that a robust single, digestion protocol and careful design offset these concerns, coupled to the consideration of two peptides per protein. This is discussed further in the supplemental Material and Fig. S11.

Despite the extensive design principles, both surrogate peptides did not always yield a detectable SRM signal for either the yeast analyte (light) or, less frequently, for the artificial QconCAT protein-derived standard (heavy). We refer to the quantification outcome according to the nomenclature developed previously (2): Type A, where acceptable data is available for both the native yeast analyte and the isotope-labeled Q-peptides; Type B where the analyte quantotypic peptide was not quantifiable although data was obtained for the QconCAT-derived SIL peptide—this therefore defines a conservative upper limit for analyte quantification; and Type C, where neither of the SRM chromatograms for the native (light) or reference (heavy) peptides yielded signal above the minimum signal-to-noise ratio of five.

To date, we have attempted to quantify a total of 1903 protein groups, from 3835 unique peptides contained within 92 specifically designed QconCAT proteins, yielding 1700 (44.4%) type A, 1476 (38.4%) type B and 659 (17.2%) type C peptides respectively. This equates to a peptide-level success rate of 83% of peptides capable of yielding quantitative information (see supplemental Data S1 and supplemental Fig. S1 for a detailed breakdown of the Q-peptides selected and associated statistics). Peptide quantification was highly repeatable, with a median robust coefficient of variation (rCV) of 11.4% across the replicates (supplemental Fig. 2*B*), which is comparable to or better than similar SRM-based studies (6, 22). Significantly, these studies have yielded a total of 9865 validated yeast SRM transitions for use by the community (supplemental Data S2), which are available from Peptide Atlas via PASSEL (accession PASS00717).

Although more surrogate peptides could potentially improve the accuracy of protein quantification, our choice of two peptides per protein represents a compromise between cost (time and monetary) and analytical rigor. However, such a strategy exposes some of the challenges faced in absolute quantitative proteomics when disagreement arises between the values obtained from sibling peptides. Fortunately, this is relatively rare and good agreement was generally observed between the 532 type A peptide sibling pairs (Fig. 2*A*, 2*B*). Classifying the paired data so that peptide X is always greater than peptide Y, the median log_2_ abundance ratio X/Y for all AA proteins is 0.54; ∼70% of AA proteins have a log_2_ ratio <1 meaning that their peptide cpc values differ by less than twofold. We noted a statistically significant enrichment in certain features of the X and Y peptides in pairs with log_2_ ratios above and below the median (supplemental Fig. S3); most notably, an increased missed cleavage potential in the native protein context of the lower abundance Y peptides (24). Accordingly, we adopted the following protocol for protein level quantification: when the discrepancy between the peptides was less than 0.54, the final protein value was taken as the median average of the two peptide values; for the remaining cases the higher of the two peptides was used for quantification, reasoning that signal loss from endogenous peptide is more likely. For the other classes of protein quantifications (AB and AC) the protein quantification value was taken from the A-class peptide.

**Fig. 2.**
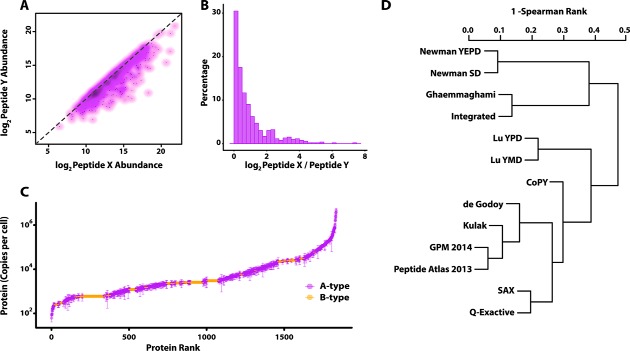
**Peptide and protein level quantification statistics.** *A*, Peptide level abundance (copies per cell) displayed for the 532 matched sibling peptide pairs for Type A proteins, where the paired peptide abundances are shown *X* > *Y* in all cases, as a smoothed scatterplot. The bulk of the points lie on the *x* = *y* line, as shown by the high density of points, though some show deviation from expectation. *B*, Histogram of the log ratios of the sibling peptides (log_2_ *X*/*Y*). The majority of peptides have log2 ratio less than 1, meaning their cpc values are within twofold of each other. *C*, S-curve scatterplot plot of the complete range of protein level cpc values spanning over 4 orders of magnitude, distinguishing A-type from B-type quantification. *D*, Hierarchical clustering dendrogram of independent quantitative proteomes of yeast, based on pairwise Spearman Rank correlations. The various datasets were acquired by different laboratories and by different methods. Data sets were either determined in this study (CoPY, SAX, and Q-Exactive, see Methods) or taken from PaxDb (38). They are associated with the following studies: Ghaemmaghami (11), Newman (12), Lu (39), de Godoy (4), Kulak (10), or from PaxDb directly.

We obtained absolute quantification in cpc for 1167 type A proteins (AA, AB, and AC), an upper limit was defined for a further 668 type B proteins (BB, BC), with only 68 type C proteins failing to yield any quantitative information, corresponding to an overall 96% success rate. Formally, the 1167 quantified proteins are protein “groups,” including some homologs that are indistinguishable because of the lack of unique and selectable Q-peptides. Therefore, the 1167 type A quantifications span 1217 yeast ORFs from the genome, covering a wide range of functions (supplemental Fig. S1*B*). For convenience we refer to this as the P1200 dataset of absolute protein quantifications. We also observed good reproducibility at the protein level, with cpc values across biological replicates generating a median rCV of 12.6% (supplemental Fig. S2*C*) with the quantitative values spanning a dynamic range of 5 orders of magnitude from ∼60 cpc (IRS4) to 4.4 × 10^6^ cpc (PDC1), shown in Fig. 2*C*. The dynamic range at the peptide level is shown in supplemental Fig. S2*A*.

Some key points should be emphasized. First, this is the largest direct and absolute quantification of the yeast proteome *via* mass spectrometry obtained to date, with cpc values obtained for endogenous proteins in their native, unmodified form. This distinction is important because most studies define protein changes in relative amounts, or use limited or indirect standards for quantification (11, 34), thereby introducing additional variability. Our approach has internal standards for every peptide. Second, unlike relative quantification studies, absolute data informs on global protein changes, such as those that might be introduced in a mutant strain or under an environmental stress that perturbs translation genome-wide (*e.g.* (35)). Similarly, relative quantification cannot be used to assess the stoichiometry of protein components of complexes. Finally, knowledge of the absolute protein abundance supports an independent estimate of the total protein content in a cell, and can be used to estimate associated properties such as translational efficiency.

##### Comparison of Yeast Proteome Quantification Data Sets

The utility of a “gold standard” yeast strain is obvious; as has been suggested (36), a standard strain whose proteome is accurately quantified can be used as an internal standard itself for absolute quantification of other yeast proteomes, either in label-free or label-mediated SILAC type workflows. Additionally, SRM-based absolute concentrations can be used to calibrate label-free data to achieve essentially complete proteome coverage (8, 37).

We compared the P1200 absolute quantification data set with the yeast data sets available in the PaxDb database (38), including data sets acquired by epitope tagging *via* TAP (11) and GFP (12), label-free spectral counting (39), SILAC MS (4), as well as a recent high coverage label-free data set (10) and two independent label-free acquisitions performed in our own laboratories relying on data-independent acquisition “Hi-3” quantification (34) (see supplemental Methods and Data S1, full raw data available from ProteomeXchange PXD002694). For consistency, we rescaled data sets not yet in PaxDb to parts-per-million (ppm), the preferred unit of PaxDb, assuming 60 million total protein molecules per cell as the total protein constituency (38, 40). Hierarchical clustering of the data reveals clear trends, shown in Fig. 2*D*, grouping sets by virtue of their underlying methodologies and laboratories. Most notably, the epitope tagging methods and MS-based methods cluster independently, as might be expected and as observed previously for smaller data sets (19). Of potentially greater interest, however, is the similarity between quantitative data sets generated by the *same* laboratory on the *same* yeast but under *different* growth conditions, contrasted with reduced similarity between *different* labs on yeast under the *same* (or very similar) growth conditions. This suggests that the natural biological variance observed from growth differences is typically smaller than the technique-based variance introduced by different laboratories, protocols, and analytical methods. This phenomenon is well illustrated by the epitope tagging methods used by Newman and colleagues (12) that are tightly clustered, as are the spectral counting-based quantifications from Lu and colleagues (39), despite the fact that the paired studies are of yeast grown under different nutrient conditions: rich and minimal media. Similar observations have also been reported for transcriptomic data (41). However, there is clear co-clustering between independent quantifications conducted on very similar yeast samples; the two data sets from the Mann laboratory (de Godoy and Kulak data sets), and our identical chemostat cultures quantified using label-free methods (denoted SAX and Q-Exactive in Fig. 2*D*). Our SRM-based direct quantification is a modest outlier, but clusters with all the mass spectrometry based methods and shows the highest correspondence overall with the SAX and Kulak data sets (Spearman correlations of 0.75 and 0.76). We noted similar good correspondence between QconCAT-derived SRM data and label-free data for a small-scale study of glycolytic enzymes (21). This argues that the choice of analytical approach contributes considerable variance when strains/growth conditions are identical.

We also compared our data with a previous targeted study in yeast that quantified 21 proteins via stable-isotope labeled standards (5). Only nine proteins were quantified by both methods, but there was generally good agreement (*r*^2^ = 0.84 comparing log(cpc)), across this limited data set.

Although these independent studies have used different methods, growth conditions and yeast strains (though generally in the BY background), the correspondence across different datasets is modest (supplemental Fig. S4) with the Spearman rank correlations between different laboratories around ∼0.6–0.7. This is only slightly higher than that typically observed between the proteome and transcriptome within the same organism (42), and close to that observed across species boundaries for the quantitative proteome (43, 44). These results match a recent reanalysis of diverse yeast transcriptome and proteome data sets (45), and reinforce the need for a true gold standard absolute quantification of the yeast proteome (36).

Importantly, the present study quantified proteins that had not been measured previously, whether by antibody-based or other mass spectrometry-based methods (supplemental Fig. S5*C*). We also note that although we obtain A-type quantification as low as ∼50 cpc, the very low abundance B-type proteins (where only an upper limit is defined) correspond to genes with equally low abundance transcripts. 

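Transcripts were compared between the protein classes with the FPKM averaged over 4 replicates and converted to cpc. The median transcript abundance was 1.41 cpc for the 659 type B proteins with a transcript above 0, with quartiles at 0.87 and 2.52 cpc. Type A proteins had a median of 3.64 cpc (quartiles 1.82 and 8.83 cpc, 1167 proteins). Transcripts below 1 cpc made up 31.9% of type B and 7.8% of type A. On the log10 scale the mean of type A exceeded that of type B by 0.490 ± 0.011 (SD of the difference over the 4 replicates used alone), with an adjusted p of 3e-05 from a permutation test with 100000 resamples and Benjamini-Hochberg adjustment over 3 comparisons. The unit of that test is the gene, and genes are not independent replicates. Restricting the comparison to proteins encoded by a single ORF moved the difference most among the alternatives, to 0.446. The paper sets the very low abundance of the B-type proteins, for which only an upper limit is defined, beside these low transcript levels.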

These proteins are generally refractive to all quantitative methods but do possess Q-peptides that are equally well predicted to be proteotypic compared with A-type peptides. This contrasts with the C-type peptides that are the poorest predicted and were often selected because no better peptide could be nominated (supplemental Fig. *S*5).

A more detailed comparison of the quantification values for contrasting methodological approaches allowed systematic differences to be assessed. Representative scatterplots and “M *versus* A” plots are shown in Fig. 3 for protein values in common between paired approaches, calculated from protein abundances scaled to 60 million copies per cell (see also supplemental Figs. S6 and S7). In comparison with our SRM targeted proteomics approach, epitope tagging methods show reasonable agreement but there is clearly considerable variance across the abundance range. Better agreement is generally observed with mass spectrometry-based methods particularly for proteins at high abundance. We also note a systematic difference between label-free/SILAC MS methods and our targeted SID-SRM approach where proteins of low average abundance are generally determined to be of higher abundance from the SRM experiments. This effect was noted when comparing the targeted data to all label-free approaches and suspect this is because of the systematic under-representation of ions from low abundance proteins in shotgun DDA experiments that leads to underestimation of either spectral counts or ion intensity aggregated to the protein level. Despite this, modern MS instruments are clearly able to offer excellent coverage of the low abundance proteome, down to the tens of copies of proteins per cell (7, 10). It remains to be seen whether equivalent levels of sensitivity can be developed in much larger eukaryotic cells that could contain 50 times as much protein as a yeast cell.

**Fig. 3.**
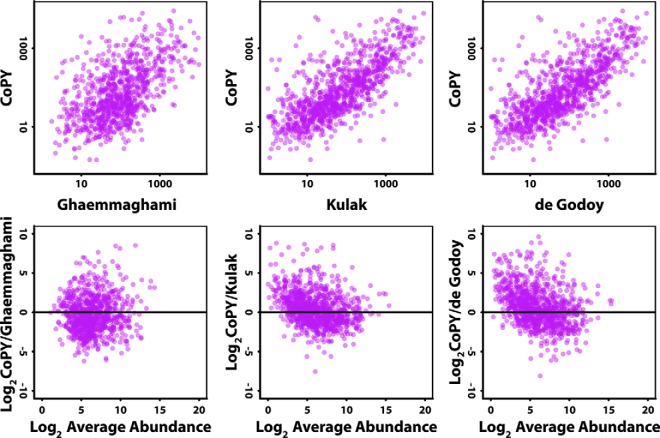
**Example correlation and M-*versus*-A plots for protein abundances from different studies compared with the CoPY project.** Scatterplots showing the correlation between CoPY protein abundance in cpc converted to ppm (assuming 60 million copies per cell) compared with exemplar datasets taken from the PaxDb database. Panel *A–C* show correlation plots for an epitope-tagging method, Ghaemmaghami (11), and a SILAC-based study, de Godoy (4), and a label-free study, Kulak (10). These are matched by M-*versus*-A plots below in *D–F*, calculated by plotting the log ratio of the protein abundances against the average protein abundance. The plots show a systematic trend toward higher protein abundance estimates in the CoPY data for low abundance proteins in the shotgun mass spectrometry studies (*E* and *F*).

##### Protein Stoichiometry and Abundance in Signaling Modules

Unlike differential expression studies, absolute quantification supports examination of protein stoichiometry and the comparison of different components in a complex, network or pathway. As an exemplar, we considered protein stoichiometry in the anaphase promoting complex/cyclosome (APC/C), a highly regulated cell cycle ubiquitin E3 ligase complex important for entry into S-phase and essential for progression through mitosis and meiosis. Our SID-SRM data did not offer universal coverage of all the proteins involved in this complex; the Apc1 core protein and the anaphase-promoting complex subunit Cdc23 were measured at 260 and 830 cpc, with four of the other core proteins (Apc4, Apc5, Apc10, Apc11) present at <500 cpc and Apc9 at <130 cpc (supplemental Table S1 and Material). This is consistent with previous structural studies, which estimated the relative subunit stoichiometry of Cdc23 to be double that of Apc1/4/5/10/11 using a purified, reconstituted APC/C system (46), and in agreement with the potential additional roles of Cdc23 suggested by its known cellular interactions.

Absolute protein abundance is also relevant to modeling metabolic and regulatory pathways (3, 21). Here, we consider our data in the context of MAP kinase signaling cascades that sensitively propagate signal from the cell surface *via* intracellular effector molecules to elicit a transcriptional response. Because protein kinases, as opposed to protein phosphatases, are thought to be the key regulatory factors in modulating signal amplitude (47), measuring their absolute protein abundance has high value for rationalizing signal amplification. However, to date, most studies have focused on relative quantification of specific phosphopeptide stoichiometries (which could be used as a read out of enzymatic activity) and not the absolute protein levels (c.f (48–50).). The ratio of active enzyme to total available protein dictates whether a pathway becomes “weakly” or “highly” activated and controls the degree of ultrasensitivity of the system. Under normal physiological conditions, most signaling pathways are likely to exist in a weakly activated state, permitting both finer control (shorter signal duration) and the ability to respond rapidly to pathophysiological conditions.

Absolute protein quantification of components of the different MAPK cascades in *S. cerevisiae* shows that, unlike relative enzyme activity, protein amount does not increase uniformly along the pathway (Fig. 4). For example, the Kss1 and Fus3 pathways, which together mediate the responses to mating and filamentation, exhibit a *decrease* in absolute protein levels from Cdc42 through Ste20, to the MAPKKK Ste11, the MAPKK Ste7 and the MAPKs Kss1 and Fus3. However, the effector transcription factors are present at much *higher* numbers. Protein quantity at the different “levels” through the other MAPK pathways (*e.g.* Gpr1 mediated response to glucose sensing) is variable. Rationalization of the differences in protein abundance throughout these cascades is further complicated by extensive cross talk, as kinases frequently regulate the function of multiple substrates (*e.g.* Cdc42 acting on Ste20, Bni1) and thus affect multiple outcomes (*e.g.* polarity, mating, filamentation in fission yeast). Equally, our cpc measurements determine global protein levels and do not reflect any localized protein concentration that may arise as a result of compartmentalization or targeted localization (*e.g.* by attachment to a scaffold such as Ste5). However, coupled to enzymatic assays and phosphopeptide analysis, absolute quantification greatly informs attempts to understand sensitivity and control of signaling (and metabolic) systems.

**Fig. 4.**
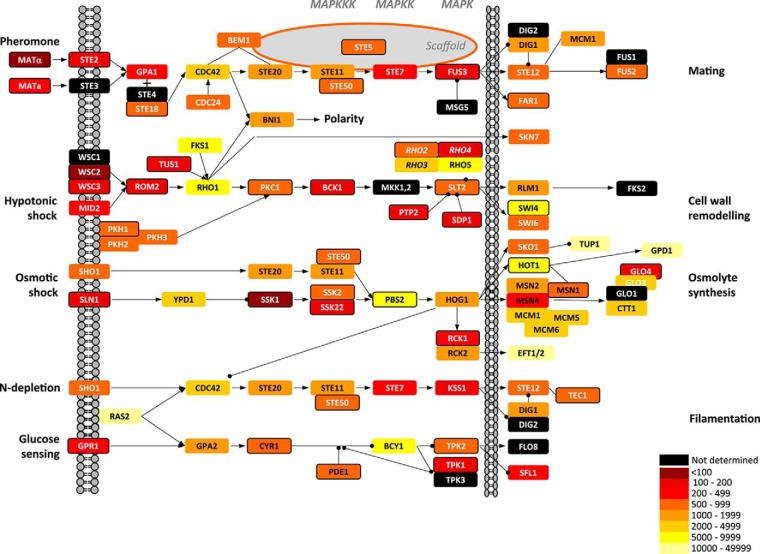
**Protein abundances from the CoPY project mapped to MAP kinase signaling pathways.** Proteins are shown as rectangles, colored by abundance as shown in the key. Despite no single, consistent trend it is apparent that there is not a systematic increase in protein abundance throughout the MAPK pathways as signal is propagated toward the nucleus.

##### Translational Efficiency of Yeast Gene Expression

Akin to previously published studies (4, 11, 39, 51, 52), we quantified the transcriptome of our chemostat grown yeast to compare directly with the proteome. 

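RNA-seq was performed on 4 chemostat cultures of the alpha mating type strain, BY4742 with ARG3 also deleted, grown at a dilution rate of 0.1 per h on 10 g/l of glucose. Arginine (0.5 mM) and lysine (1 mM) were supplied because the strain cannot make them. The sample labels also give a dilution rate of 0.1 per h. In these libraries rRNA was depleted, the RNA was fragmented and size selected as cDNA, and the SOLiD reads were mapped by the authors with Bowtie and quantified with Cufflinks, 1 replicate at a time. The values the authors deposited are FPKM, that is, fragments scaled to the length of the transcript and to the number of mapped fragments, with confidence bounds and the read coverage of each transcript. Read counts are not in the files analysed here. The ratio of FPKM to coverage is 1 constant per file and gives the number of mapped bases Cufflinks used, which was 182.8, 212.4, 159.6 and 245.2 megabases in replicates 1 to 4. Replicate 4 was therefore 1.54 times as deep as replicate 3. With reads of 50 bases, a length assumed here, these depths come to 3656580, 4248972, 3192773 and 4903206 reads, with a mean of 4000383. The average depth the paper states is given in its methods, in reads per library. At that length a single read on a transcript of 1 kilobase is worth 0.27, 0.24, 0.31 and 0.20 FPKM in replicates 1 to 4. FPKM of the mRNA features summed to 1142663, 1145878, 1139210 and 1157146, so the replicates were close in scale before any further adjustment. FPKM were averaged over the 4 replicates per ORF and summed over the ORFs of a protein group, without a pseudocount or a filter, and compared with the final protein cpc of the paper's supplemental data. Of the 1902 protein groups in that sheet, 1167 are type A, 667 type B and 68 type C. The choices that can change the numbers are the averaging, the features that enter the mRNA total, the treatment of protein groups with several ORFs and the handling of very low FPKM.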

Previous large-scale studies in *S. cerevisiae* have compared relative changes between transcript and protein ratios between cell types (4) and conditions (52), have compared proteome and transcriptome data sets from different studies/conditions (11), or combined multiple proteomic and transcriptomic data sets to produce a reference data set (39). As pointed out by a recent modeling study (45), few have compared high quality matched transcriptome and proteome data from the same yeast cells. Here, we used replicated next-generation sequencing (RNA-seq) to obtain a measure of transcriptome abundance, extrapolating our FPKM values to an estimated mRNA cpc assuming the average yeast cell contains 60,000 total mRNA copies (53). 

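For the conversion to cpc, each mean FPKM was divided by the summed mean FPKM of the 6603 mRNA features and multiplied by 60000. The 1167 type A proteins then account for 17578.5 mRNA copies per cell, which is 29.3% of the total, and the remaining genes for 42421.5. These remaining genes include short ORFs of very high FPKM, such as YJL047C-A with 3049 cpc. Transcript cpc of the type A proteins ran from 0.034 to 626 copies per cell. The highest value was that of TDH3 (YGR192C), with an FPKM of 11968 ± 2085 (SD, n = 4). When all 7137 features entered the total in place of the mRNA features, the median number of proteins per transcript rose from 1039 to 19858, because noncoding RNAs held 94.2% of the summed FPKM on average.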

We caution that this is an estimate because we did not directly quantify the absolute transcriptome ourselves, though similar approaches have been taken by other groups (39, 53). 

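Log10 protein cpc and log10 transcript cpc of the 1167 type A proteins had a squared Pearson correlation of 0.585, with a 95% bootstrap interval from 0.541 to 0.627. Spearman's rank correlation was 0.734, with an interval from 0.700 to 0.765. For both, a permutation test of the pairing gave p = 1e-05, the smallest value that 100000 resamples allow. These are correlations across genes, which are not independent replicates. When each replicate was used alone, the squared correlation was 0.579, 0.479, 0.524 and 0.513 for replicates 1 to 4, and the Spearman correlation 0.724, 0.708, 0.742 and 0.735. The rank correlation therefore varied less between replicates (SD 0.015) than the squared Pearson correlation (SD 0.041). Taking the median in place of the mean of the 4 replicates lowered the squared correlation to 0.511. LSM8 had 3.93 FPKM in replicate 1 and 4.64e-07, 1.10e-06 and 1.04e-06 in replicates 2 to 4. It therefore enters the median, and each of replicates 2 to 4 used alone, near 0. With the mean and at least 1 FPKM required in every replicate, the squared correlation was 0.593. How much of the fall with the median is due to LSM8 was not tested.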

A strong and significant correlation was observed between our P1200 protein cpc values and their respective transcript cpc (*r*^2^ = 0.58 and *r*_sp_ = 0.73; Fig. 5*A*). 

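In the files the transcript cpc accounted for 58.5% of the variance of log10 protein cpc over the 1167 type A proteins. With only the 532 proteins for which both peptides were type A the squared correlation was 0.567, and with the 1118 proteins encoded by a single ORF it was 0.550. The paper places its value near the upper end of the range of earlier estimates.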

This is in good general agreement with previous estimates (39, 54), but toward the top end of the range of estimated proteome variance explained by the transcriptome (∼60%). This relationship has been a topic of recent debate in the field, with a number of recent studies arguing that the role of post-transcriptional control has been overestimated and the true correlation is closer to 90% (45, 55). This disagreement in the field stems in part from issues with experimental noise, incomplete coverage, and modest experimental repeatability.

**Fig. 5.**
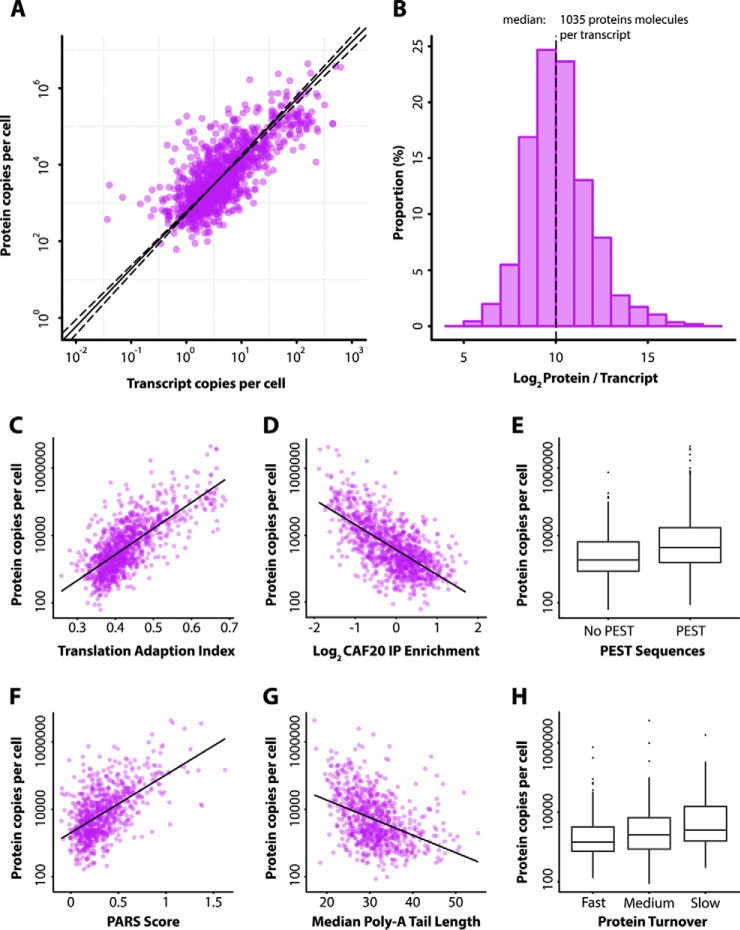
**Translational efficiency and the relationship between transcriptome and proteome.** *A*, Scatterplot showing the relationship between the quantitative proteome and transcriptome in this study for the P1200 set proteins, plotting absolute cpc values matched to the mRNA equivalent derived from their FPKM values. *B*, Histogram of the log_2_ ratio distribution of protein to transcript, for all P1200 set proteins, with median value of 1035 proteins per transcript. Panels *C–H* illustrate the relationship between absolute protein abundance and a subset of the features considered in the linear model construction. *C*, The translational adaptation index (tAI) (68) calculated from P1200 set transcripts show a positive correlation with the respective log protein abundances (*r*^2^ = 0.53, *p* < 2.2 × 10^−16^). *D*, RNA-binding protein immunoprecipitation enrichment of the transcripts for the translation factor CAF20 (67) shows a strong negative relationship to respective log protein abundances (*r*^2^ = 0.42, *p* < 2.2 × 10^−16^). *E*, Boxplots showing a significant but surprising increase in the abundance of the P1200 subset that contain degradative PEST sequences (Wilcoxon rank test, *p* = 2.8 × 10^−12^). *F*, A positive linear correlation (*r*^2^ = 0.33, *p* < 2.2 × 10^−16^) between protein abundance and the transcript propensity to form secondary structure, the PARS score (71). *G*, A weak negative correlation between the median transcript poly-A tail length and protein abundance (*r*^2^ = 0.16, *p* < 2.2 × 10^−16^). *H*, Boxplots of protein abundance values (log scale) for proteins classified into three groups based on measured protein turnover data (66). Groups were defined by protein half-life, 0–20 min (Fast), 20–40 min (Medium) and 40–60 min (Slow). All comparisons of Fast-Medium, Fast-Slow and Medium-Slow show a significant increase in protein abundance using a Wilcoxon rank test with *p* < 0.05.

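The tAI measures how well the codons of a gene are served by the tRNA pool. It was recalculated for the R64 coding sequences from 273 nuclear tRNA genes with 41 anticodons, with the wobble penalties of dos Reis and colleagues. For the 1167 type A proteins the squared Pearson correlation between tAI and log10 protein cpc was 0.593, with a 95% bootstrap interval from 0.552 to 0.631 and p = 1e-05 from a permutation test, the smallest value that 100000 resamples allow. Spearman's correlation was 0.730. Across the 4 protein replicates used alone the squared correlation was 0.591 to 0.601. Setting all wobble penalties to 0.5 lowered it to 0.540. The correlation is across genes, which are not independent replicates.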

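Log2 ratios of protein to transcript had a mean of 10.18 and an SD of 1.75 over the 1167 type A proteins, with a median of 10.02. Of the ratios, 72.3% lay within 1 SD of the mean on this scale. Skewness was 0.59 and excess kurtosis 0.95, so the upper tail was longer than that of a normal distribution. Protein abundance ran from 61.2 cpc for IRS4 (YKR019C) to 4366750 cpc for PDC1 (YLR044C), a span of 4.85 on the log10 scale. Transcripts of the same proteins spanned 4.26. Between the 5% and the 95% quantile the span was 2.61 for proteins and 1.97 for transcripts, and the SD of the log10 values was 0.815 and 0.583. The paper describes this wider range as a higher dynamic range of the proteome.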

As previously reported (39, 54) we also observe a log normal distribution of individual protein/mRNA ratios (Fig. 5*B*), with a higher dynamic range observed in the proteome data (from <10^2^ to >10^6^ copies per cell). These ratios represent the translational efficiencies of individual genes estimated from our direct measurements of absolute protein and mRNA abundance. 

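GZF3 (YJL110C, chromosome 10, 209922 to 211577, minus strand) had an FPKM of 46.0 ± 5.9 (SD, n = 4), equal to 2.41 mRNA cpc, and 98.0 protein cpc. Its ratio was 40.7 proteins per transcript, with 35.2 to 45.9 when each replicate was used alone, and it was the lowest of the 1167 type A proteins. ILV6 (YCL009C, chromosome 3, 104619 to 105548, minus strand) had an FPKM of 13.9 ± 2.7 (SD, n = 4), equal to 0.726 mRNA cpc, and 127886 protein cpc. At 176227 proteins per transcript it had the highest ratio, and the replicates used alone gave 137449 to 206530. The next lowest ratios were those of TMA10, SPE1, SUL2 and IRE1, from 53.0 to 61.0. After ILV6 the highest were those of ASN2 with 117486, the group HYP2 and ANB1 with 96087, DPS1 with 83989 and HXT6 with 74125 proteins per transcript. FPKM of ASN2 varied little (270 ± 5.4, SD, n = 4), while those of HYP2 and ANB1 together ran from 6.7 to 104.6. The ratio of this group is therefore poorly determined. So is that of HXT6, with FPKM from 3.7 to 13.9 and 45012 to 165320 proteins per transcript when each replicate was used alone.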

Our ratios range from the GATA zinc finger protein GZF3 at 40 proteins per transcript, through to ILV6, the regulatory subunit of acetolactate synthase complex, at ∼180,000. The median of 10^3^ protein molecules per transcript is considerably smaller than previous estimates that report values between 4000–5600 (11, 39, 56). 

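The median over the 1167 type A proteins was 1039 proteins per transcript, with a 95% bootstrap interval from 972 to 1122. Quartiles lay at 517 and 2224. With the transcripts of a single replicate and the same protein values, the median was 1077, 1090, 1055 and 1052 for replicates 1 to 4 (SD 18.2). Restricting the set to the 532 AA proteins raised the median to 1418, and leaving the mitochondrial ORFs out of the mRNA total lowered it to 993. The paper compares its median with earlier, larger estimates.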

We ascribe this in part to our use of the more up-to-date estimate of 60,000 mRNAs in the yeast cell (53) compared with the previously widely reported 15,000 copies per cell. The latter leads to similar protein:RNA estimates with our proteome data of ∼4000 proteins/mRNA. 

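With 15000 in place of 60000 mRNA copies per cell, the median of the 1167 type A ratios was 4156 proteins per transcript. The ratio of every protein scales with the assumed total, so the median rose by the same factor as the total fell. The paper attributes part of the difference from earlier studies to this choice.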

It may also reflect improvements in the underlying technologies used to measure both mRNA and absolute protein copy number, as well as slower growth rates in chemostat cell cultures compared with batch/rich media (57), the latter being used in some previous studies.

Our comprehensive transcriptome data also supports a revised estimate of total protein present in a yeast cell. 

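Final cpc values of the 1167 type A proteins summed to 55287391 copies per cell. Their transcripts make up 17578.5 of the 60000 mRNA copies, which leaves 42421.5 copies for all other genes. With the median of 1039 proteins per transcript applied to those, the total comes to 99364304 protein copies per cell. Its SD was 897658 when the transcripts of each replicate were used alone, with the protein values held fixed. That SD holds no variation of the proteins between cultures. The single replicates gave totals of 101227126, 101506012, 99643197 and 100063211 for replicates 1 to 4. Apart from the features counted as mRNA, the form of the extrapolation moved the total most. Applying the median ratio to all mRNA gave 62341311 copies, whereas scaling all mRNA by the ratio of summed protein to summed transcripts gave 188710761. The copies of the other genes include short ORFs of very high FPKM, among them YJL047C-A, YDR524W-C and YFL031C-A with 3049, 2111 and 1748 cpc. The type A share, the median ratio and the total depend on these values, and no alternative left short nuclear ORFs out.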

Because our quantification of 1167 proteins sums to 54 million cpc, we can extrapolate using the median protein copies per transcript, to calculate an estimated sum of about 100 million cpc for the entire proteome. Again, this estimate is larger than previously reported (11, 21, 56), though consistent with recent re-analyses (40) and observations of higher biomass yield in chemostat cultures compared with batch or slower growth rates (57, 58).

The wide range in observed correlations between measured quantitative yeast proteomes and transcriptomes (4, 11, 45, 59, 60) reveals a large variation in the protein/mRNA relationships (45), stressing the importance of paired data from the same cells. Indeed, our quantitative proteome is more tightly clustered with our own transcriptome data set than all other quantitative proteomes (supplemental Fig. S8), reinforcing the necessity to avoid bias where possible by integrating different 'omics data from different labs. 

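Spearman's correlation between the proteome and the transcriptome of the same cultures was 0.734 over 1167 type A proteins, and 0.708 to 0.742 with single replicates. The correlation is across genes, which are not independent replicates. Single-ORF proteins gave 0.709, the largest change among the alternatives. The proteomes and transcriptomes of other studies that enter the dendrogram are not in the files analysed here. The paper takes the closeness of its own pair in supplemental Fig. S8 as a reason to prefer matched data.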

A similar observation has been made for RNA-seq platforms (41, 61). We also note that proteo-transcriptome correlations from matched cells in other organisms yield similar values to ours (13, 54), including a recent study in *Schizosaccharomyces pombe* whereby a comparable correlation (*r*^2^ = 0.55) was observed in proliferating cells using protein measurements from label-free MS and transcript measurements from RNA-seq (13).

##### Modeling the Relationship Between Transcriptome and Proteome

Although recognizing that our quantitative data is still subject to experimental noise and modest coverage, we built a simple linear modeling to examine the relationship between mRNA and protein (62–64) and consider the effect of post-transcriptional processes. A linear regression model based on transcript measurements was used to develop a multivariate linear model involving additional translation-associated metrics (60, 65–72) (see Supplemental Methods). The relationship of some of these characteristics to our absolute protein abundance measurements are presented in Figs. 5*C*-5*H*, and the complete list of features assessed in the model are listed in supplemental Table S2. For example, when we classified proteins into three categories of turnover (66); “slow” (half-life < 20 min), “medium” (half-life 20 to 40 min), and “fast” (>40 min), we observe significant differences between the distributions of protein abundance (Wilcoxon rank test, *p* < 0.05, Fig. 4*H*) suggesting it would be informative in the model.

Using an iterative, sequential approach we derived a high performing, multivariate regression model using seven features, three of which were included when used as an interaction term with transcript abundance (see supplemental Methods). The model achieved an *r*^2^ of 0.7 (*p* < 2.2 × 10^−16^) and resulted in a Spearman Rank of 0.83 (*p* < 2.2 × 10^−16^) between real and predicted protein abundances (supplemental Fig. S9). 

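A linear model of log10 protein cpc on log10 transcript cpc had an r2 of 0.585 over 1167 type A proteins, and adding the recalculated tAI raised it to 0.675, a gain of 0.090. A permutation test of the tAI residuals gave p = 1e-05 for the gain, the smallest value that 100000 resamples allow. Spearman's correlation between fitted and measured protein rose from 0.734 to 0.796. With the transcripts of 1 replicate at a time the r2 of the model was 0.668, 0.642, 0.664 and 0.658 (SD 0.011). Among the alternatives, the restriction to single-ORF proteins moved it most, to 0.633. Other features of the paper's model are not in the files analysed here. The paper ranks tAI as the largest contributor after the transcripts.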

The most significant contributor to the final model (after transcript abundance itself) was the translation adaptation index (tAI), a measure of codon bias, which increases the *r*^2^ from 0.58 to 0.63 (*r*_sp_ of 0.77 from 0.73, *p* < 2.2 × 10^−16^). Although this indicates a positive role for post-transcriptional regulation, the overall increase in the variance explained is modest; 30% of the variance still remains unexplained. 

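With transcripts and tAI alone, 32.5% of the variance of log10 protein cpc remained unexplained over the 1167 type A proteins. The paper takes the increase from its features as evidence of a role for post-transcriptional regulation, and calls it modest in view of the variance left over.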

As has been recently suggested (45), this could be a result of limitations in the extant data or model, or possibly because of some hitherto unknown control step in translational regulation. Importantly, in this regard, our model is the first large-scale attempt to explain translational control in *S. cerevisiae* using matched mRNA and direct SRM-based protein measurements from the same cells. However, this condition is unfortunately not met by some of the other postgenomic data used in the model, which are derived from different laboratories using different yeast cells grown under different conditions, adding additional noise.

Such experimental noise has been suggested as the principal reason for the apparent disparity between transcriptome and proteome abundance data by Csardi and colleagues (45). They subsequently proposed a simple correction based on the work of Spearman, which uses the inherent repeatability of the individual experimental approaches estimated from biological replicates. 

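Pearson's correlation between log10 protein and log10 transcript cpc was 0.765 over 1167 type A proteins, with a 95% bootstrap interval from 0.736 to 0.792 and p = 1e-05 from a permutation test across genes with 100000 resamples, the smallest value these allow. Single replicates gave 0.761, 0.692, 0.724 and 0.716. Divided by the square root of the product of the protein and transcript repeatabilities, 0.985 and 0.786, the correlation became 0.870. With the transcripts of 1 replicate at a time it was 0.865, 0.787, 0.823 and 0.814 (SD 0.032), all below 0.870. The 0.870 sets a correlation of 4-replicate averages against repeatabilities of single replicates. Averaging already removes part of the noise, so 0.870 overcorrects. Taking the transcript repeatability over the ORFs of type A proteins only, 0.952, gave a corrected correlation of 0.790. With the median of the replicates in addition, a setting chosen after seeing the data, it was 0.738, the largest change. LSM8 enters that median near 0 FPKM.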

Applying the same approach to our data transforms our uncorrected Pearson correlation of 0.72 to *r^corrected^* of 0.74. This modest increase can be attributed to the high repeatability between our replicates; 0.98 and 0.96, for protein and transcript levels respectively. 

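Protein repeatability, as the mean Pearson correlation of log10 cpc over the 6 replicate pairs, was 0.985 (SD 0.003) for the 1076 type A proteins with a value in all 4 replicates. Pairs ranged from 0.981 to 0.989. For the transcripts the mean over the 6 pairs was 0.786 (SD 0.037), with pairs from 0.739 to 0.830, over the 6214 mRNA features above 0 in every replicate. This set includes 184 features under 1 FPKM in at least 1 replicate, with values down to 1.65e-31. Without them the mean was 0.968, with Spearman's correlation 0.955, and with a pseudocount of 1 FPKM on all mRNA features 0.946. The paper attributes the small size of its correction to the high repeatability.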

Despite this, our correlation may well still be an underestimate; our data, although comprehensive, is still an under-sampling of the complete proteome and like other approaches has a modest bias against very low abundance proteins. We also considered the log-log correlation between transcriptome and proteome, observing a near unitary slope of 1.08 for ordinary least squares fitting, but a slope of 1.50 following the Ranged Major-Axis approach (supplemental Fig. S10). 

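Ordinary least squares of log10 protein on log10 transcript cpc gave a slope of 1.069 over 1167 type A proteins, with a 95% bootstrap interval from 1.013 to 1.127. The ranged major axis slope, from the published formula with interval ranging, was 1.487 with an interval from 1.401 to 1.567. Both intervals lie above 1. With single replicates the least squares slope was 1.069, 0.876, 0.938 and 0.945 for replicates 1 to 4, and the ranged major axis slope 1.453, 1.705, 1.682 and 1.732. Leaving out replicate 1 brought the least squares slope to 0.931, with an interval from 0.711 to 1.119 that contains 1.

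**Figure D1:**
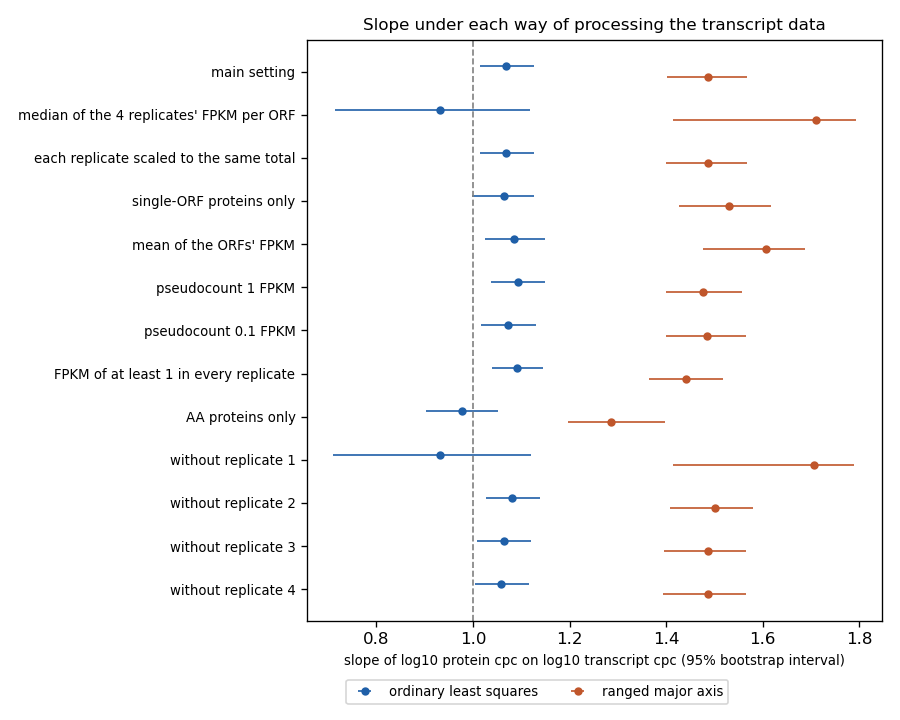
Slope of log10 protein cpc on log10 transcript cpc (horizontal axis, with 95% bootstrap intervals) under the main setting and each alternative processing of the transcripts or choice of proteins (vertical axis; other regression methods are not drawn), for ordinary least squares in blue and the ranged major axis in orange. The dashed line marks a slope of 1, which lies within the least squares interval without replicate 1, with the median of replicates, for AA proteins only and for single-ORF proteins only, and outside every ranged major axis interval drawn.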

This is supportive of the assertion that proteome abundance is nonlinearly dependent on the transcriptome (45).

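The ranged major axis slope stayed above 1 under every alternative, from 1.211 with relative ranging to 1.711 with the median of the 4 replicates, and the lowest lower end among the 95% bootstrap intervals was 1.145, with relative ranging. Relative ranging presumes variables without negative values, which log10 transcript cpc has. For the 532 AA proteins the ranged major axis slope was 1.285. The paper calls its ranged major axis result supportive of an assertion from an earlier study, that protein abundance depends nonlinearly on the transcripts.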

## CONCLUSIONS

We present here the most comprehensive and robust direct absolute quantification of the yeast proteome to date; for nearly 1200 proteins abundance is defined in copies per cell and an upper limit provided for a further 668 proteins. Absolute quantification is of great utility for systems biologists wishing to understand translational control or build kinetic models, to inform on protein stoichiometry by measuring the total cellular abundance of the complex components, and to determine absolute levels distributed throughout regulatory and metabolic pathways. These studies further highlight the value of targeted SRM-based quantification using stable-isotope mediated standards to directly quantify protein abundances. Our careful peptide selection and subsequent design of suitable transitions have added a total of 9865 validated SRMs for community use. Good reproducibility is observed across biological replicates (median rCVs ∼ 13%), as well as very good agreement overall between sibling peptides.

The value of this robust, absolute quantification is demonstrated; offering revised and improved estimates of the total protein copy number in a chemostat grown yeast culture, and associated translational efficiency measures derived from matched RNA-seq data. In turn, the transcriptome data have supported the derivation of an improved model of translation in steady state. We also demonstrate the data's utility to better understand the stoichiometry of molecular machines (APC/C) and signaling pathways (MAPK), which is essential to rationalize their complex biological function.

Although the entire proteome has not been used to quantified via SIL-SRM, we believe the data and yeast strain itself are of high value. The complete QconCAT designs are available for use by other laboratories (see supplemental Data S1 and Data S3), with validated transitions for proven quantotypic peptides, all deposited in the PASSEL database (accession PASS00717) where users can browse the entire collection and examine chromatograms for individual transitions. Indeed, we believe we have more than sufficient quantitative data to complete the comprehensive absolute quantification of the yeast proteome to define a gold standard, exploiting the SRM-derived data to calibrate label-free approaches proteome-wide (7), a strategy that has shown promise with considerably fewer proteins as calibrants (8, 13). Once this has been achieved, the yeast strain described here, if cultured under the same conditions, can act as an internal standard (with or without stable-isotope labeling) for other conditions, strains, and environments, offering a genome-wide calibration set to facilitate routine absolute quantification of the yeast proteome.

## Supplementary Material

Supplemental Data

## References

[1] MannM., KulakN. A., NagarajN., and CoxJ. (2013) The coming age of complete, accurate, and ubiquitous proteomes. Mol. Cell 49, 583–5902343885410.1016/j.molcel.2013.01.029

[2] BrownridgeP., HolmanS. W., GaskellS. J., GrantC. M., HarmanV. M., HubbardS. J., LanthalerK., LawlessC., O'CualainR., SimsP., WatkinsR., and BeynonR. J. (2011) Global absolute quantification of a proteome: Challenges in the deployment of a QconCAT strategy. Proteomics 11, 2957–29702171056910.1002/pmic.201100039

[3] LudwigC., and AebersoldR. (2014) Getting absolute: determining absolute protein quantitites via selected reaction monitoring mass spectrometry. In: EyersC. E., and GaskellS. J., eds. Quantitative Proteomics, pp. 80–109, Royal Society of Chemistry, Cambridge

[4] de GodoyL. M., OlsenJ. V., CoxJ., NielsenM. L., HubnerN. C., FrohlichF., WaltherT. C., and MannM. (2008) Comprehensive mass-spectrometry-based proteome quantification of haploid versus diploid yeast. Nature 455, 1251–12541882068010.1038/nature07341

[5] PicottiP., BodenmillerB., MuellerL. N., DomonB., and AebersoldR. (2009) Full dynamic range proteome analysis of S. cerevisiae by targeted proteomics. Cell 138, 795–8061966481310.1016/j.cell.2009.05.051PMC2825542

[6] PicottiP., Clement-ZizaM., LamH., CampbellD. S., SchmidtA., DeutschE. W., RostH., SunZ., RinnerO., ReiterL., ShenQ., MichaelsonJ. J., FreiA., AlbertiS., KusebauchU., WollscheidB., MoritzR. L., BeyerA., and AebersoldR. (2013) A complete mass-spectrometric map of the yeast proteome applied to quantitative trait analysis. Nature 494, 266–2702333442410.1038/nature11835PMC3951219

[7] HebertA. S., RichardsA. L., BaileyD. J., UlbrichA., CoughlinE. E., WestphallM. S., and CoonJ. J. (2014) The one hour yeast proteome. Mol. Cell. Proteomics 13, 339–3472414300210.1074/mcp.M113.034769PMC3879625

[8] MalmstromJ., BeckM., SchmidtA., LangeV., DeutschE. W., and AebersoldR. (2009) Proteome-wide cellular protein concentrations of the human pathogen Leptospira interrogans. Nature 460, 762–7651960609310.1038/nature08184PMC2723184

[9] NagarajN., KulakN. A., CoxJ., NeuhauserN., MayrK., HoerningO., VormO., and MannM. (2012) System-wide perturbation analysis with nearly complete coverage of the yeast proteome by single-shot ultra HPLC runs on a bench top Orbitrap. Mol. Cell. Proteomics 11, M111 0137222202127810.1074/mcp.M111.013722PMC3316726

[10] KulakN. A., PichlerG., ParonI., NagarajN., and MannM. (2014) Minimal, encapsulated proteomic-sample processing applied to copy-number estimation in eukaryotic cells. Nat. Methods 11, 319–3242448758210.1038/nmeth.2834

[11] GhaemmaghamiS., HuhW. K., BowerK., HowsonR. W., BelleA., DephoureN., O'SheaE. K., and WeissmanJ. S. (2003) Global analysis of protein expression in yeast. Nature 425, 737–7411456210610.1038/nature02046

[12] NewmanJ. R., GhaemmaghamiS., IhmelsJ., BreslowD. K., NobleM., DeRisiJ. L., and WeissmanJ. S. (2006) Single-cell proteomic analysis of S. cerevisiae reveals the architecture of biological noise. Nature 441, 840–8461669952210.1038/nature04785

[13] MargueratS., SchmidtA., CodlinS., ChenW., AebersoldR., and BählerJ. (2012) Quantitative Analysis of Fission Yeast Transcriptomes and Proteomes in Proliferating and Quiescent Cells. Cell 151, 671–6832310163310.1016/j.cell.2012.09.019PMC3482660

[14] WisniewskiJ. R., HeinM. Y., CoxJ., and MannM. (2014) A “Proteomic Ruler” for Protein Copy Number and Concentration Estimation without Spike-in Standards. Mol. Cell. Proteomics 13, 3497–35062522535710.1074/mcp.M113.037309PMC4256500

[15] HolmanS. W., SimsP. F. G., and EyersC. E. (2012) The use of selected reaction monitoring in quantitative proteomics. Bioanalysis 4, 1763–17862287722210.4155/bio.12.126

[16] LudwigC., ClaassenM., SchmidtA., and AebersoldR. (2012) Estimation of absolute protein quantities of unlabeled samples by selected reaction monitoring mass spectrometry. Mol. Cell. Proteomics 11, M111 0139872210133410.1074/mcp.M111.013987PMC3316728

[17] PicottiP., and AebersoldR. (2012) Selected reaction monitoring-based proteomics: workflows, potential, pitfalls and future directions. Nat. Methods 9, 555–5662266965310.1038/nmeth.2015

[18] BeynonR. J., DohertyM. K., PrattJ. M., and GaskellS. J. (2005) Multiplexed absolute quantification in proteomics using artificial QCAT proteins of concatenated signature peptides. Nat. Methods 2, 587–5891609438310.1038/nmeth774

[19] BrownridgeP., LawlessC., PayapillyA. B., LanthalerK., HolmanS. W., HarmanV. M., GrantC. M., BeynonR. J., and HubbardS. J. (2013) Quantitative analysis of chaperone network throughput in budding yeast. Proteomics 13, 1276–12912342063310.1002/pmic.201200412PMC3791555

[20] PrattJ. M., SimpsonD. M., DohertyM. K., RiversJ., GaskellS. J., and BeynonR. J. (2006) Multiplexed absolute quantification for proteomics using concatenated signature peptides encoded by QconCAT genes. Nat. Protoc. 1, 1029–10431740634010.1038/nprot.2006.129

[21] CarrollK. M., SimpsonD. M., EyersC. E., KnightC. G., BrownridgeP., DunnW. B., WinderC. L., LanthalerK., PirP., MalysN., KellD. B., OliverS. G., GaskellS. J., and BeynonR. J. (2011) Absolute quantification of the glycolytic pathway in yeast: deployment of a complete QconCAT approach. Mol. Cell. Proteomics 10, M111 0076332193115110.1074/mcp.M111.007633PMC3237070

[22] MirzaeiH., KnijnenburgT. A., KimB., RobinsonM., PicottiP., CarterG. W., LiS., DilworthD. J., EngJ. K., AitchisonJ. D., ShmulevichI., GalitskiT., AebersoldR., and RanishJ. (2013) Systematic measurement of transcription factor-DNA interactions by targeted mass spectrometry identifies candidate gene regulatory proteins. Proc. Natl. Acad. Sci. U. S. A. 110, 3645–36502338864110.1073/pnas.1216918110PMC3587231

[23] HayesA., ZhangN., WuJ., ButlerP. R., HauserN. C., HoheiselJ. D., LimF. L., SharrocksA. D., and OliverS. G. (2002) Hybridization array technology coupled with chemostat culture: Tools to interrogate gene expression in Saccharomyces cerevisiae. Methods 26, 281–2901205488410.1016/S1046-2023(02)00032-4

[24] LawlessC., and HubbardS. J. (2012) Prediction of missed proteolytic cleavages for the selection of surrogate peptides for quantitative proteomics. Omics 16, 449–4562280468510.1089/omi.2011.0156PMC3437044

[25] ReiterL., RinnerO., PicottiP., HuttenhainR., BeckM., BrusniakM. Y., HengartnerM. O., and AebersoldR. (2011) mProphet: automated data processing and statistical validation for large-scale SRM experiments. Nat. Methods 8, 430–4352142319310.1038/nmeth.1584

[26] SimsA. H., RobsonG. D., HoyleD. C., OliverS. G., TurnerG., PradeR. A., RussellH. H., Dunn-ColemanN. S., and GentM. E. (2004) Use of expressed sequence tag analysis and cDNA microarrays of the filamentous fungus Aspergillus nidulans. Fungal Genetics Biol. 41, 199–2121473226610.1016/j.fgb.2003.11.005

[27] LangmeadB., TrapnellC., PopM., and SalzbergS. L. (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 10, R251926117410.1186/gb-2009-10-3-r25PMC2690996

[28] TrapnellC., WilliamsB. A., PerteaG., MortazaviA., KwanG., van BarenM. J., SalzbergS. L., WoldB. J., and PachterL. (2010) Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotech. 28, 511–51510.1038/nbt.1621PMC314604320436464

[29] EyersC. E., LawlessC., WedgeD. C., LauK. W., GaskellS. J., and HubbardS. J. (2011) CONSeQuence: prediction of reference peptides for absolute quantitative proteomics using consensus machine learning approaches. Mol. Cell. Proteomics 10, M110 0033842181341610.1074/mcp.M110.003384PMC3226394

[30] LowenthalM. S., LiangY., PhinneyK. W., and SteinS. E. (2014) Quantitative bottom-up proteomics depends on digestion conditions. Anal. Chem. 86, 551–5582429494610.1021/ac4027274

[31] ScottK. B., TurkoI. V., and PhinneyK. W. (2015) Quantitative performance of internal standard platforms for absolute protein quantification using multiple reaction monitoring-mass spectrometry. Anal. Chem. 87, 4429–44352581202710.1021/acs.analchem.5b00331

[32] CheungC. S., AndersonK. W., WangM., and TurkoI. V. (2015) Natural flanking sequences for peptides included in a quantification concatamer internal standard. Anal. Chem. 87, 1097–11022552209510.1021/ac503697j

[33] ChenJ. J., and TurkoI. V. (2014) Trends in QconCATs for targeted proteomics. Trac-Trend Anal. Chem. 57, 1–5

[34] SilvaJ. C., GorensteinM. V., LiG. Z., VissersJ. P., and GeromanosS. J. (2006) Absolute quantification of proteins by LCMSE: a virtue of parallel MS acquisition. Mol. Cell. Proteomics 5, 144–1561621993810.1074/mcp.M500230-MCP200

[35] ShentonD., SmirnovaJ. B., SelleyJ. N., CarrollK., HubbardS. J., PavittG. D., AsheM. P., and GrantC. M. (2006) Global translational responses to oxidative stress impact upon multiple levels of protein synthesis. J. Biol. Chem. 281, 29011–290211684932910.1074/jbc.M601545200

[36] PaulovichA. G., BillheimerD., HamA. J., Vega-MontotoL., RudnickP. A., TabbD. L., WangP., BlackmanR. K., BunkD. M., CardasisH. L., ClauserK. R., KinsingerC. R., SchillingB., TegelerT. J., VariyathA. M., WangM., WhiteakerJ. R., ZimmermanL. J., FenyoD., CarrS. A., FisherS. J., GibsonB. W., MesriM., NeubertT. A., RegnierF. E., RodriguezH., SpiegelmanC., SteinS. E., TempstP., and LieblerD. C. (2010) Interlaboratory study characterizing a yeast performance standard for benchmarking LC-MS platform performance. Mol. Cell. Proteomics 9, 242–2541985849910.1074/mcp.M900222-MCP200PMC2830837

[37] GersterS., KwonT., LudwigC., MatondoM., VogelC., MarcotteE. M., AebersoldR., and BuhlmannP. (2014) Statistical approach to protein quantification. Mol. Cell. Proteomics 13, 666–6772425513210.1074/mcp.M112.025445PMC3916661

[38] WangM., WeissM., SimonovicM., HaertingerG., SchrimpfS. P., HengartnerM. O., and von MeringC. (2012) PaxDb, a database of protein abundance averages across all three domains of life. Mol. Cell. Proteomics 11, 492–5002253520810.1074/mcp.O111.014704PMC3412977

[39] LuP., VogelC., WangR., YaoX., and MarcotteE. M. (2007) Absolute protein expression profiling estimates the relative contributions of transcriptional and translational regulation. Nat. Biotechnol. 25, 117–1241718705810.1038/nbt1270

[40] MiloR. (2013) What is the total number of protein molecules per cell volume? A call to rethink some published values. Bioessays 35, 1050–10552411498410.1002/bies.201300066PMC3910158

[41] LiS., TigheS. W., NicoletC. M., GroveD., LevyS., FarmerieW., VialeA., WrightC., SchweitzerP. A., GaoY., KimD., BolandJ., HicksB., KimR., ChhangawalaS., JafariN., RaghavachariN., GandaraJ., Garcia-ReyeroN., HendricksonC., RobersonD., RosenfeldJ., SmithT., UnderwoodJ. G., WangM., ZumboP., BaldwinD. A., GrillsG. S., and MasonC. E. (2014) Multi-platform assessment of transcriptome profiling using RNA-seq in the ABRF next-generation sequencing study. Nat. Biotechnol. 32, 915–9252515083510.1038/nbt.2972PMC4167418

[42] VogelC., and MarcotteE. M. (2012) Insights into the regulation of protein abundance from proteomic and transcriptomic analyses. Nat. Rev. Genet. 13, 227–2322241146710.1038/nrg3185PMC3654667

[43] LaurentJ. M., VogelC., KwonT., CraigS. A., BoutzD. R., HuseH. K., NozueK., WaliaH., WhiteleyM., RonaldP. C., and MarcotteE. M. (2010) Protein abundances are more conserved than mRNA abundances across diverse taxa. Proteomics 10, 4209–42122108904810.1002/pmic.201000327PMC3113407

[44] WeissM., SchrimpfS., HengartnerM. O., LercherM. J., and von MeringC. (2010) Shotgun proteomics data from multiple organisms reveals remarkable quantitative conservation of the eukaryotic core proteome. Proteomics 10, 1297–13062007741110.1002/pmic.200900414

[45] CsardiG., FranksA., ChoiD. S., AiroldiE. M., and DrummondD. A. (2015) Accounting for experimental noise reveals that mRNA levels, amplified by post-transcriptional processes, largely determine steady-state protein levels in yeast. PLoS Genet. 11, e10052062595072210.1371/journal.pgen.1005206PMC4423881

[46] SchreiberA., StengelF., ZhangZ., EnchevR. I., KongE. H., MorrisE. P., RobinsonC. V., da FonsecaP. C., and BarfordD. (2011) Structural basis for the subunit assembly of the anaphase-promoting complex. Nature 470, 227–2322130793610.1038/nature09756

[47] HeinrichR., NeelB. G., and RapoportT. A. (2002) Mathematical models of protein kinase signal transduction. Mol. Cell 9, 957–9701204973310.1016/s1097-2765(02)00528-2

[48] JohnsonH., EyersC. E., EyersP. A., BeynonR. J., and GaskellS. J. (2009) Rigorous determination of the stoichiometry of protein phosphorylation using mass spectrometry. J. Am. Soc. Mass Spectrom. 20, 2211–22201978315610.1016/j.jasms.2009.08.009

[49] KanshinE., WangS., AshmarinaL., FedjaevM., Nifant'evI., MitchellG. A., and PshezhetskyA. V. (2009) The stoichiometry of protein phosphorylation in adipocyte lipid droplets: analysis by N-terminal isotope tagging and enzymatic dephosphorylation. Proteomics 9, 5067–50771992168010.1002/pmic.200800861

[50] MouS., SunL., and DovichiN. J. (2013) Accurate determination of peptide phosphorylation stoichiometry via automated diagonal capillary electrophoresis coupled with mass spectrometry: proof of principle. Anal. Chem. 85, 10692–106962414402010.1021/ac402858aPMC3873722

[51] GygiS. P., RochonY., FranzaB. R., and AebersoldR. (1999) Correlation between Protein and mRNA Abundance in Yeast. Mol. Cell. Biol. 19, 1720–17301002285910.1128/mcb.19.3.1720PMC83965

[52] LeeM. V., TopperS. E., HublerS. L., HoseJ., WengerC. D., CoonJ. J., and GaschA. P. (2011) A dynamic model of proteome changes reveals new roles for transcript alteration in yeast. Mol. Systems Biol. 7, 51410.1038/msb.2011.48PMC315998021772262

[53] ZenklusenD., LarsonD. R., and SingerR. H. (2008) Single-RNA counting reveals alternative modes of gene expression in yeast. Nat. Struct. Mol. Biol. 15, 1263–12711901163510.1038/nsmb.1514PMC3154325

[54] VogelC., Abreu RdeS., KoD., LeS. Y., ShapiroB. A., BurnsS. C., SandhuD., BoutzD. R., MarcotteE. M., and PenalvaL. O. (2010) Sequence signatures and mRNA concentration can explain two-thirds of protein abundance variation in a human cell line. Mol. Syst. Biol. 6, 4002073992310.1038/msb.2010.59PMC2947365

[55] LiJ. J., BickelP. J., and BigginM. D. (2014) System wide analyses have underestimated protein abundances and the importance of transcription in mammals. PeerJ 2, e2702468884910.7717/peerj.270PMC3940484

[56] FutcherB., LatterG. I., MonardoP., McLaughlinC. S., and GarrelsJ. I. (1999) A Sampling of the Yeast Proteome. Mol. Cell. Biol. 19, 7357–73681052362410.1128/mcb.19.11.7357PMC84729

[57] CanelasA. B., HarrisonN., FazioA., ZhangJ., PitkanenJ. P., van den BrinkJ., BakkerB. M., BognerL., BouwmanJ., CastrilloJ. I., CankorurA., ChumnanpuenP., Daran-LapujadeP., DikiciogluD., van EunenK., EwaldJ. C., HeijnenJ. J., KirdarB., MattilaI., MensonidesF. I., NiebelA., PenttilaM., PronkJ. T., ReussM., SalusjarviL., SauerU., ShermanD., Siemann-HerzbergM., WesterhoffH., de WindeJ., PetranovicD., OliverS. G., WorkmanC. T., ZamboniN., and NielsenJ. (2010) Integrated multilaboratory systems biology reveals differences in protein metabolism between two reference yeast strains. Nature Commun. 1, 1452126699510.1038/ncomms1150

[58] FinnB., HarveyL. M., and McNeilB. (2010) The Effect of Dilution Rate upon Protein Content and Cellular Amino Acid Profiles in Chemostat Cultures of Saccharomyces Cerevisiae CABI 039916. Int. J. Food Eng. 6

[59] GerashchenkoM. V., LobanovA. V., and GladyshevV. N. (2012) Genome-wide ribosome profiling reveals complex translational regulation in response to oxidative stress. Proc. Natl. Acad. Sci. U. S. A. 109, 17394–173992304564310.1073/pnas.1120799109PMC3491468

[60] SubtelnyA. O., EichhornS. W., ChenG. R., SiveH., and BartelD. P. (2014) Poly(A)-tail profiling reveals an embryonic switch in translational control. Nature 508, 66–712447682510.1038/nature13007PMC4086860

[61] LiS., LabajP. P., ZumboP., SykacekP., ShiW., ShiL., PhanJ., WuP. Y., WangM., WangC., Thierry-MiegD., Thierry-MiegJ., KreilD. P., and MasonC. E. (2014) Detecting and correcting systematic variation in large-scale RNA sequencing data. Nat. Biotechnol. 32, 888–8952515083710.1038/nbt.3000PMC4160374

[62] MehdiA. M., PatrickR., BaileyT. L., and BodénM. (2014) Predicting the Dynamics of Protein Abundance. Mol. Cell. Proteomics 13, 1330–13402453284010.1074/mcp.M113.033076PMC4014288

[63] TullerT., KupiecM., and RuppinE. (2007) Determinants of Protein Abundance and Translation Efficiency in S. cerevisiae. PLoS Comput. Biol. 3, e2481815994010.1371/journal.pcbi.0030248PMC2230678

[64] ZurH., and TullerT. (2013) Transcript features alone enable accurate prediction and understanding of gene expression in S. cerevisiae. BMC Bioinformatics 14, S12456439110.1186/1471-2105-14-S15-S1PMC3852043

[65] AravaY., WangY., StoreyJ. D., LiuC. L., BrownP. O., and HerschlagD. (2003) Genome-wide analysis of mRNA translation profiles in Saccharomyces cerevisiae. Proc. Natl. Acad. Sci. U. S. A. 100, 3889–38941266036710.1073/pnas.0635171100PMC153018

[66] BelleA., TanayA., BitinckaL., ShamirR., and O'SheaE. K. (2006) Quantification of protein half-lives in the budding yeast proteome. Proc. Natl. Acad. Sci. U. S. A. 103, 13004–130091691693010.1073/pnas.0605420103PMC1550773

[67] CostelloJ., CastelliL., RoweW., KerhsawC., TalaveraD., MuhammadS., SimsP., GrantC., PavittG., HubbardS., and AsheM. (2015) Global mRNA selection mechanisms for translation initiation. Genome Biol. 16, 102565095910.1186/s13059-014-0559-zPMC4302535

[68] dos ReisM., SavvaR., and WernischL. (2004) Solving the riddle of codon usage preferences: a test for translational selection. Nucleic Acids Res. 32, 5036–50441544818510.1093/nar/gkh834PMC521650

[69] Geisberg, JosephV., MoqtaderiZ., FanX., OzsolakF., and StruhlK. (2014) Global Analysis of mRNA Isoform Half-Lives Reveals Stabilizing and Destabilizing Elements in Yeast. Cell 156, 812–8242452938210.1016/j.cell.2013.12.026PMC3939777

[70] IngoliaN. T., GhaemmaghamiS., NewmanJ. R. S., and WeissmanJ. S. (2009) Genome-Wide Analysis in Vivo of Translation with Nucleotide Resolution Using Ribosome Profiling. Science 324, 218–2231921387710.1126/science.1168978PMC2746483

[71] KerteszM., WanY., MazorE., RinnJ. L., NutterR. C., ChangH. Y., and SegalE. (2010) Genome-wide measurement of RNA secondary structure in yeast. Nature 467, 103–1072081145910.1038/nature09322PMC3847670

[72] RechsteinerM., and RogersS. W. (1996) PEST sequences and regulation by proteolysis. Trends Biochem. Sci. 21, 267–2718755249

# Supplementary material for: Direct and Absolute Quantification of over 1800 Yeast Proteins via Selected Reaction Monitoring
**Source:** Mol Cell Proteomics. 2016 Jan 10;15(4):1309–22. doi: 10.1074/mcp.M115.054288
**Supplement:** Supplemental Data

Direct and Absolute Quantification of over 1800 Yeast Proteins via Selected Reaction Monitoring — Direct and Absolute Quantification of over 1800 Yeast Proteins via Selected Reaction Monitoring — Absolute Quantification of the Yeast Proteome — Supplemental Data 

# Direct and Absolute Quantification of over 1800 Yeast Proteins via Selected Reaction Monitoring

## Supplemental Data

- Supplemental methods, figs, tables (.pdf, 11.1 MB) - Supplemental Material including methods, figures
- Supplemental Table 1 (.pdf, 92 KB) - Supplemental Table 1
- Supplemental Table 2 (.pdf, 128 KB) - Supplemental Table 2 + supplemental references
- Supplemental Data 1 (.xlsx, 1.2 MB) - Excel file containing quantification data for all proteins, peptides and QconCAT information
- Supplemental data 3 (.txt, 66 KB) - Fasta file containing QconCAT amino acid sequences

# Supplementary material for: Direct and Absolute Quantification of over 1800 Yeast Proteins via Selected Reaction Monitoring
**Source:** Mol Cell Proteomics. 2016 Jan 10;15(4):1309–22. doi: 10.1074/mcp.M115.054288
**Supplement:** Supplemental Data

# Supplementary Material, Methods and Figures

---

## Direct and Absolute Quantification of over 1800 Yeast Proteins via Selected Reaction Monitoring

---

Craig Lawless<sup>\*1</sup>, Stephen W. Holman<sup>\*2</sup>, Philip Brownridge<sup>\*2</sup>, Karin Lanthaler<sup>1</sup>, Victoria M. Harman<sup>2</sup>, Rachel Watkins<sup>1</sup>, Dean E. Hammond<sup>2</sup>, Rebecca L. Miller<sup>2</sup>, Paul F. G. Sims<sup>1</sup>, Christopher M. Grant<sup>\*\*1</sup>, Claire E. Eyers<sup>\*\*2</sup>, Robert J. Beynon<sup>\*\*2</sup>, Simon J. Hubbard<sup>\*\*1</sup>

**Keywords:** absolute quantification; selected reaction monitoring; SRM; stable-isotope labelling; yeast; tandem quadrupole; QconCAT

### Contents

---

|                                                                                                                         |           |
|-------------------------------------------------------------------------------------------------------------------------|-----------|
| <b>Supplementary Material .....</b>                                                                                     | <b>2</b>  |
| SID-SRM determination of APC subunits .....                                                                             | 2         |
| <b>Supplementary Methods.....</b>                                                                                       | <b>3</b>  |
| Protein extraction.....                                                                                                 | 3         |
| QconCAT validation and transition .....                                                                                 | 3         |
| Informatic comparison of Q-peptide and endogenous peptide signal response .....                                         | 4         |
| Label-free absolute quantification.....                                                                                 | 5         |
| Analysis of peptide features in sibling pairs .....                                                                     | 7         |
| Linear regression model building .....                                                                                  | 8         |
| <b>Supplementary Figures .....</b>                                                                                      | <b>11</b> |
| Supplementary Figure S1. ....                                                                                           | 13        |
| Supplementary Figure S2. ....                                                                                           | 14        |
| Supplementary Figure S3. ....                                                                                           | 15        |
| Supplementary Figure S4 .....                                                                                           | 16        |
| Supplementary Figure S5. ....                                                                                           | 17        |
| Supplementary Figure S6 .....                                                                                           | 18        |
| Supplementary Figure S7 .....                                                                                           | 19        |
| Supplementary Figure S8. ....                                                                                           | 20        |
| Supplementary Figure S9. ....                                                                                           | 21        |
| Supplementary Figure S10. ....                                                                                          | 22        |
| Supplementary Figure S11. ....                                                                                          | 23        |
| Supplementary Table S1. Anaphase Promoting Complex /Cyclosome quantification by various methods .....                   | 24        |
| Supplementary Table S2. Translation associated features considered in the multivariate linear regression modelling..... | 25        |

## Supplementary Material

### *SID-SRM determination of APC subunits*

The complete list of APC/C core and regulatory subunit abundance estimates from our study and other proteomic studies is given in Table S1. In addition to abundance estimates for Apc1 and Cdc23, we were also able to estimate an upper limit for 6 core subunits including that of Apc9 at 130 cpc. Apc9 is believed to be present at two copies per complex given its role in stabilisation of the two molecules of Cdc27 found in each APC/C (1). Our quantitative data suggests substoichiometric association of Apc9 in the complex. This raises the intriguing possibility that Apc9 may be the limiting factor in the formation of active APC/C complexes in vivo, where it is known to be essential for APC/C stability and catalytic E3 ligase activity (2); such a scenario would suggest that there are less than 130 functional APC/C complexes per cell. An alternative, but less likely possibility based on current evidence (3), is that Apc9 might function to promote the formation of the more active APC/C dimer recently described (4).

We also determined abundances for the two APC/C regulators Cdc20 and Cdh1, at <130 cpc and  $998 \pm 156$  cpc respectively. The marked differences determined here in the relative amounts of these two co-activator proteins can be explained by a knowledge of their stability and regulation; although Cdh1 levels remain stable throughout the cell cycle, Cdc20 levels are known to fluctuate, consistent with the observation that our measurements derive from an asynchronous cell population (5-7). Our data highlights the diversity of estimated stoichiometry for this complex defined by absolute quantitative proteomics methods (Table S1).

## Supplementary Methods

### *Protein extraction*

Accuracy in protein quantification not only relies on the analytical methodology and data analysis pipeline employed, but also, critically, the strategy for protein extraction and sample handling. To minimise potential errors arising from protein loss associated with manipulation of the biological sample, the chemostat grown yeast were lysed following an optimised protocol (8, 9) and the total non-clarified extract used for subsequent protein quantification. No particulate material was removed prior to proteolysis, and protein loss (reproducible or otherwise) was minimised.

### *QconCAT validation and transition*

Each tryptic digest was analysed by LC-MS using a nanoAcquity UPLC™ system (Waters Ltd., Elstree, UK) coupled to a Synapt™ G2 quadrupole-time-of-flight mass spectrometer (Waters Ltd., Elstree, UK) to verify completeness of digestion and to quantify the quantity of QconCAT present in the sample. One  $\mu\text{L}$  of the digest (corresponding to approximately the protein equivalent of 100,000 cells) was loaded onto a Symmetry C18 trapping column (5  $\mu\text{m}$  packing material, 180  $\mu\text{m}$  x 20 mm) (Waters Ltd., Elstree, UK) using partial loop injection for 3 min in 0.1% formic acid, 0.1 % acetonitrile at 5  $\mu\text{L min}^{-1}$ . The sample was then resolved on a HSS T3 nanoAcquity C18 analytical column (1.8  $\mu\text{m}$  packing material, 75  $\mu\text{m}$  x 150 mm) (Waters Ltd., Elstree, UK) using a gradient of 97 % A (0.1 % formic acid): 3 % B (0.1 % formic acid in acetonitrile) to 60 % A:40 % B over 60 min at a flow rate of 300 nL  $\text{min}^{-1}$ . The column was then washed by increasing the percentage of B to 95 % over 2 min and holding at 95 % B for 2.5 min. The column was then re-equilibrated to starting conditions. The column oven temperature was 35 °C and the autosampler temperature was 7 °C. A lock mass solution of 500 fmol  $\mu\text{L}^{-1}$  of glu-fibrinopeptide B in 0.1 % formic acid in water:acetonitrile [50:50] was infused into the nano-electrospray ionisation (ESI) source from an auxiliary pump at a flow rate of 300 nL  $\text{min}^{-1}$ . All solvents were LC-MS grade.

The column effluent was introduced into a nano-ESI source operated in positive polarity and fitted with a PicoTip emitter (New Objective, Woburn, MA, USA). The mass spectrometer was calibrated immediately prior to sample analysis using the product ion spectrum of glu-fibrinopeptide B (500 fmol  $\mu\text{L}^{-1}$  of glu-fibrinopeptide B in 0.1 % formic acid in water:acetonitrile [50:50]) and operated using a data independent ( $\text{MS}^E$ ) acquisition program with the instrument in V mode. A 1 sec 'low energy' survey scan was performed between  $m/z$  50-2000 and a trap cell collision energy of 6 eV. The 'elevated energy' product ion scan was acquired using the same conditions except that the trap cell collision energy was ramped between 15 and 40 eV over the course of the acquisition. The transfer cell collision energy was 4 eV for both scans, and the lock mass was recorded every 30 sec. The data was processed and database searched using ProteinLynx Global Server v2.5.2 (Waters Ltd., Elstree, UK). The data was processed using the following settings; low energy threshold, 100; elevated energy threshold, 20; intensity threshold, 750; lock mass,  $m/z$  785.8426. The processed spectra were searched against in-house generated database containing the amino acid sequences of all the QconCATs used in the study. The following settings were applied; automatic settings for precursor and product ion mass tolerance; minimum fragment ion matches per peptide, 8; minimum fragment ion matches per protein, 15; minimum peptide matches per protein, 1; fixed modifications, carbamidomethyl Cys,  $^{13}\text{C}_6$  Arg and Lys; variable modifications, oxidised Met; number of missed cleavages, 1; false positive rate, 1 %.

### *Informatic comparison of Q-peptide and endogenous peptide signal response*

Our QconCAT design process involved several steps to minimise the likelihood of confounding issues that could degrade the signal from both Q-peptides and the selected endogenous peptides in the yeast proteins. Specifically, we selected surrogate peptides that were not known to be post-translationally modified and used a prediction tool, McPred (10), to prioritise peptides with good cleavage contexts to avoid partial cleavage. In addition, our digestion protocol described here and in the Methods was tested and evaluated over several months to optimise conditions for complete digestion. Similarly, as noted above, we routinely examined every QconCAT digest on the Synapt instrument for completeness.

In addition to these steps, we also compared the SRM XIC values from 532 matched pairs of Class A Q-peptides for concordance. The reasoning behind this is illustrated in Supplementary Figure S11 panel A where we expect to observe equal response relative rates from the two yeast peptide SRM values compared to their Q-peptide equivalents, where the pair are from the same yeast protein. This is indeed what we observe in Fig S11B with ~70% of data points lying within a 2-fold difference. The figure also indicates the expected changes when signal is lost from a given SRM value that could be caused by incomplete digestion, sub-stoichiometric post-translational modifications, or chromatographic inconsistencies and poor peak selection. In the cases where large deviations from expectation are observed (red dots, labelled Single) we always selected the largest of the two peptide SRM median values for protein quantification, reasoning that loss of signal from a target peptide is considerably more likely than for QconCAT peptides since these were independently validated and checked.

### ***Label-free absolute quantification***

The dataset called “Q-Exactive” was based on a single one dimensional reversed phase separation of the previously described yeast digest using an Ultimate 3000 RSLC™ nano system (Thermo Scientific, Hemel Hempstead, UK) coupled to a Q-Exactive™ mass spectrometer (Thermo Scientific, Hemel Hempstead, UK). The sample (5 µL corresponding to 400,000 cells and 50 fmol glycogen phosphorylase [Uniprot P00489, Waters Ltd., Elstree, UK]) was loaded onto the trapping column (PepMap100, C18, 75 µm X 20 mm) (Thermo Scientific, Hemel Hempstead, UK), using partial loop injection, for 7 min at a flow rate of 4 µL/min with 0.1% (v/v) formic acid. The sample was resolved on the analytical column (Easy-Spray C18 75 µm x 500 mm 2 µm column) (Thermo Scientific, Hemel Hempstead, UK) using a gradient of 96.2% A (0.1% formic acid) 3.8% B (0.1 % formic acid, 80 % acetonitrile) to 50% A 50% B over 240 min at a flow rate of 300 nL min<sup>-1</sup>. The data-dependent program used for data acquisition consisted of a 70,000 resolution (FWHM at  $m/z$  200) full-scan MS scan (AGC set to 1e6 ions with a maximum fill time of 250 ms) from which the 10 most abundant peaks were selected for MS/MS using a 17,500 resolution scan (FWHM at  $m/z$  200) (AGC set to 5e4 ions with a maximum fill time of 250 ms) with an ion selection window of 3  $m/z$  and a normalised collision energy

of 30. To avoid repeated selection of peptides for MS/MS the program used a 30 sec dynamic exclusion window. The data was processed with Progenesis (v4.1 Nonlinear Dynamics, Newcastle upon Tyne, UK). Samples were aligned according to retention time using a combination of manual and automatic alignment. Default peak picking parameters were applied and features with charges from 1+ to 4+ featuring three or more isotope peaks were retained. Database searching was performed using MASCOT (Matrix Science). A Mascot Generic File was created by Progenesis and searched against the reference proteome set of *S. cerevisiae* from UniProt (6560 proteins) with the sequence of rabbit glycogen phosphorylase B (UniProt accession P00489) added. A fixed carbamidomethyl modification for cysteine and variable oxidation modification for methionine were specified. A precursor mass tolerance of 10 ppm and a fragment ion mass tolerance of 20 mmu were applied. At a *p* value of 0.05, the built in MASCOT decoy search reported a peptide FDR of 0.5%. Label-free absolute quantification was performed following the “Top3” methodology described by Silva et al.(11).

The “SAX” dataset used the on-tip pre-fractionation approach described by Wisniewski and co-workers (12) to increase proteome coverage. Initially 130 µg of whole cell lysate yeast preparation were brought to 250 µL in a solution containing 4% SDS, 100mM Tris/HCl pH 7.6, 0.1M DTT and incubated at 95°C for 5 min. Any DNA in the sample was then sheared by sonication (3 x 10 s pulses) to reduce the sample viscosity and the lysate then clarified by centrifugation at 17,136 x g for 5 min. The sample volume was brought to 400 µL with 100 mM Tris/HCl pH 7.6, the sample cooled on ice, and 100 µL of 100% TCA added to precipitate protein. Precipitation was carried out overnight on ice after which the precipitate was washed twice with ice-cold acetone, dried (though not fully), re-suspended in a solution containing 8 M urea, 0.1 M Tris-HCl (pH 8.5) and 0.1 M DTT, and the protein reduced by incubation for 10 min at 60 °C. Alkylation was then performed by adding iodoacetamide in 0.1 M Tris-HCl (pH 8.5) to a final concentration of 50 mM and incubation of the sample for 30 min in the dark at room temperature. Further 0.1 M Tris-HCl (pH 8.5) was added, to dilute the urea to 6 M, after which endoproteinase LysC was added at 1:50 enzyme:protein ratio, and the mixture incubated for 4 h at 37 °C. Following this, the urea concentration was further diluted

down to 1.5 M with 25 mM ammonium bicarbonate before adding trypsin (1:50 enzyme:protein ratio) for an overnight incubation at 37 °C. The peptide digest was desalted using a Harvard apparatus Macro spin column, and eluted from the C18 matrix using 70% acetonitrile, dried by vacuum centrifugation prior to preparation for anion exchange-based peptide fractionation as described previously (12). Briefly, peptides were separated on a pipette-based anion exchanger 'column', assembled by stacking 10 layers of a 3 M Empore Anion Exchange disk (consisting of polystyrene-divinylbenzene copolymer, modified with quaternary ammonium groups) into a 200 µL micropipette tip. Peptides were initially dissolved and loaded on the column, in 200 µL of Britton and Robinson buffer composed of 20 mM CH<sub>3</sub>COOH, 20 mM H<sub>3</sub>PO<sub>4</sub>, 20 mM H<sub>3</sub>BO<sub>3</sub>, and NaOH, at pH 11. For elution of fractions, Britton and Robinson buffer solutions titrated to pH 8, 6, 5, 4 and 2 using NaOH were used. Eluted peptides were also desalted using C18 StageTip plugs as described by Rappsilber and co-workers (13). Each elution was then dried by vacuum centrifugation, re-suspended in 0.05% TFA prior to LC-MS/MS. LC-MS/MS was performed using an Ultimate 3000 RSLC™ nano system (Thermo Scientific, Hemel Hempstead, UK) coupled to a Q-Exactive™ mass spectrometer (Thermo Scientific, Hemel Hempstead, UK) using the previously described method. The SAX dataset was processed with MaxQuant (v. 1.3.0.5, (14)) using the Andromeda search engine (15). The sequence database was the reference proteome set of *S. cerevisiae* from UniProt (6560 proteins). A fixed carbamidomethyl modification for cysteine and variable oxidation modification for methionine were specified. A precursor mass tolerance of 10 ppm and a fragment ion mass tolerance of 20 mmu were applied and a 1% FDR threshold at both peptide and protein level. All other parameters were left at default settings. Label-free absolute quantification was performed following the "Top3" methodology described by Silva and co-workers (11) but instead of using an internal standard for calibration, the total content of a yeast cell was assumed to be 60 million molecules.

### *Analysis of peptide features in sibling pairs*

We examined the peptides in sibling pairs from the same parent protein, where both had been classified as Type A, for enrichment in selected features which could explain systematic differences in the log<sub>2</sub> ratio of X/Y abundances. In all cases, the

peptides were denoted X and Y so that the X value was always the greater of the two. We noted a statistically significant enrichment in certain features of the X and Y peptides in pairs with  $\log_2$  ratios above and below the median, most notably increased missed cleavage potential in the native protein context of the lower abundance Y peptides (10), as shown in Supplementary Figure 3. Other features considered amino acid content and predicted post-translational modifications. As noted the most prominent feature that explains the data is an enrichment for missed cleavage potential in the native protein context of the lower abundance Y peptides according to our predictor MC:Pred (10), as well as incidence of dibasic sites (16), and the presence of tryptophan in the X peptide. We are aware of no precedent for this latter observation but observed a modestly significant distinction between X/Y ratios conditioned on this feature (Supplementary Figure 3). However, we elected not to use this directly when selecting peptides for protein level quantification due to the borderline significance and no clear experimental rationale.

### *Linear regression model building*

Several experimental parameters are associated with translation rates in yeast including ribosomal density of translating transcripts measured by sucrose gradient sedimentation (17), ribosomal footprint profiling by RNA-seq (18), propensity for mRNA folding at the nucleotide level (19), mRNA poly-adenine tail length (20), codon adaptation of specific transcripts (translation adaptation index, tAI) (21), and RNA-binding protein immunoprecipitation (RIP) enrichment by key translation factors (22). Other characteristics that influence final protein expression levels are 5' and 3' UTR lengths (23, 24), transcript half-life (25) and protein half-life (26), as well as sequence recognition motifs involved in protein degradation, such as PEST sequences (27). We adopted an iterative, sequential approach to the multivariate linear regression modeling using features listed in Supplementary Table 3. The linear model was constructed by sequentially adding translation-related metrics to the model in descending order based on their observed correlation with protein abundance alone. Features were retained if they significantly contributed to the regression model. Due to the under-sampled nature of most large-scale biological studies, missing values are quite common, and therefore the intersection of data

between orthogonal studies resulted in a decrease in data points to model at progressive stages.

The final model derived is shown below in Equation 1. This includes additional features, not yet referred to; enriched transcript binding by translation factors (*CAF20 IP*), ribosomal occupancy (*Ingolia TE*)(18), transcript half-life (*mRNA HL*)(25), and an interaction term involving mRNA abundance, median poly-A tail length (*polyA TL*)(20), 5'UTR length and 3'UTR length. We believe this is one of the most accurate models of global protein translation in yeast to date, predicting protein abundance (PA, below) from matched transcript abundance (the *mRNA* term below) in combination with the other terms. As discussed in the main paper however, although we observe a modest increase in the model's ability to predict protein abundance from transcript abundance using post-transcriptional/translational features, most of the variance is explained by the transcriptome data.

Equation 1:

$$\begin{aligned} \log_{10}(PA) = & 4.101 \\ & + 0.5281 \\ & \times \log_{10}(mRNA) + 3.009 \times tAI + 0.2648 \times CAF20\ IP\ Enrichment \\ & + 0.2581 \times Ingolia\ TE + 0.2562 \times \log_{10}(mRNA\ HL) + 1.08E^{-7} \\ & \times \log_{10}(mRNA): 3'UTR\ Length: 5'UTR\ Length: polyA\ TL \end{aligned}$$

We also analysed our transcriptome and proteome data following the Ranged Major Axis (RMA) regression modelling of Csardi and colleagues (28), comparing this to the Ordinary Least Squares (OLS) modelling parameters, using the R-toolbox *lmodel2*. 

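Ranged major axis regression scales each variable by its range, fits the line that minimises perpendicular distances, and returns the slope to the original units. It therefore depends on the extreme values of each variable. The formula was coded directly, because the lmodel2 package was not available. It was tested on simulated data only for an exactly linear relation and for rescaling. The reduced major axis, which uses the ratio of the SDs, gave a slope of 1.398 over the 1167 type A proteins, and the major axis without ranging gave 1.541.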

The RMA approach models noise in both the dependent and independent variables (in our case, the proteome and transcriptome respectively) and produces a symmetric model. The best-fit lines are shown in Supplementary Figure S10. The increased slope derived from the RMA modelling is consistent with the Csardi modelling study which considers a variety of datasets, though few with matched transcriptome and proteome from the same yeast. This result suggests that so-called potentiation model of gene expression in yeast is prevalent, where the translational control step follows and amplifies the transcriptional level. We note however, that

even against such a model considerable gene-level variation must exist. 

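Proteins per transcript ran from 40.7 for GZF3 to 176227 for ILV6 over the 1167 type A proteins. The 5% quantile was 191 and the 95% quantile 9553 proteins per transcript.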

This is self-evident from Figure 5B where a huge variation in protein:mRNA ratios are observed. To properly reconcile this data requires an accurate comprehensive measurement of both protein degradation and synthesis rates. Although the inclusion of protein turnover improves the quality of the basic model, considerable variance remains unexplained suggesting better data with better coverage are still needed.

## Supplementary Figures

**A**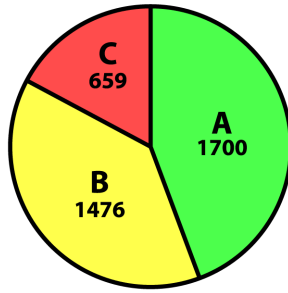**Peptide****B**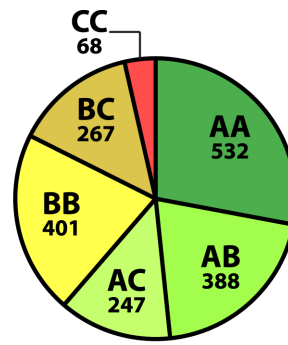**Protein****C**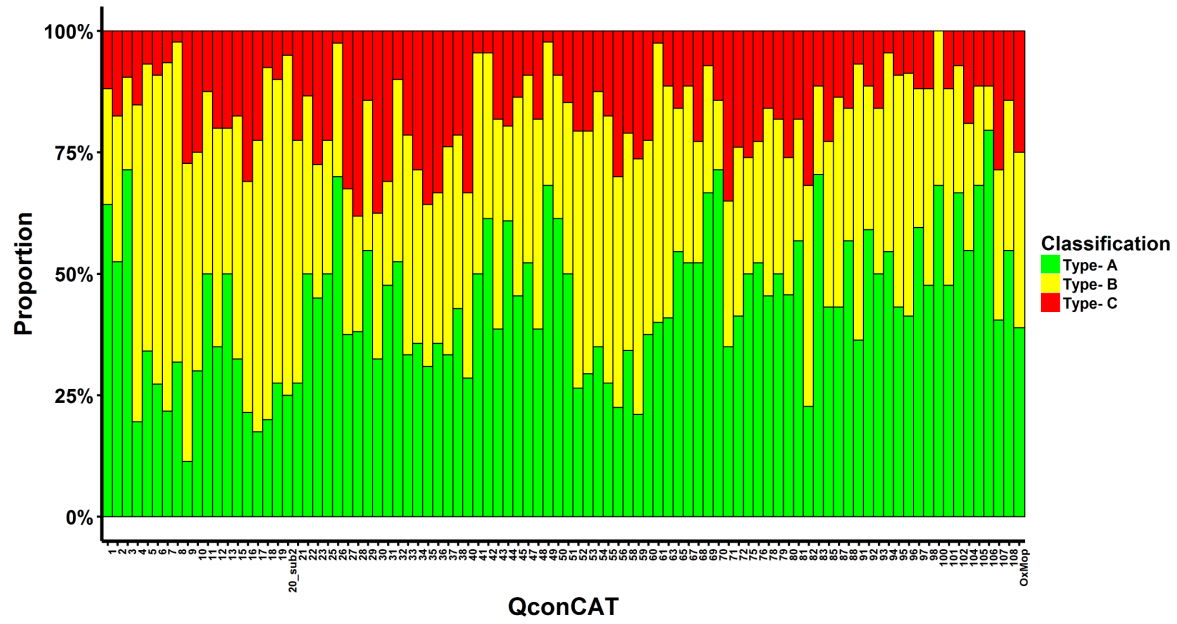**D**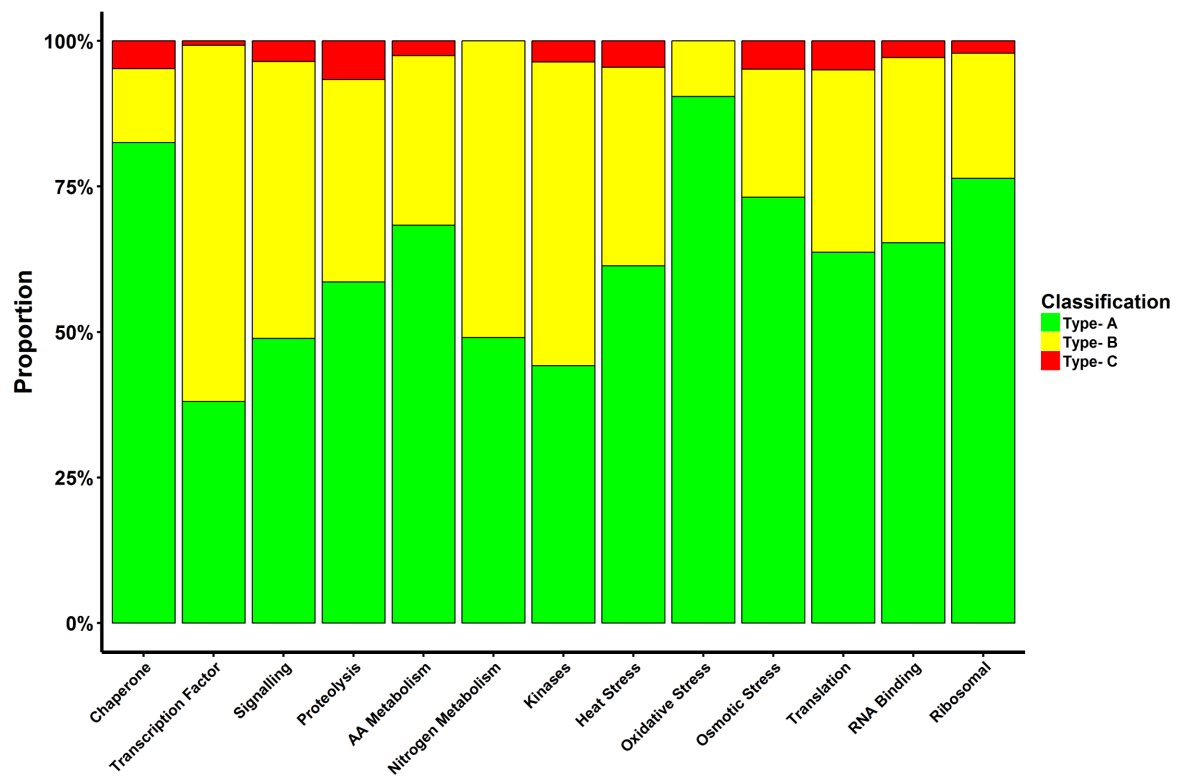

### ***Supplementary Figure S1. .***

Quantification classifications. Q-peptides are classified as type 'A' (both 'light' native yeast and 'heavy' QconCAT-derived reference peptides observed; green), type 'B' (only 'heavy' QconCAT-derived reference peptides quantifiable; amber) and type 'C' (neither native nor reference peptide quantifiable; red). (A): Total number of peptides of each type in the dataset; (B): Number of proteins quantified for each of the combinations of peptide classifications; (C): Proportions of A, B and C type peptide quantifications across all QconCATs reported in this study are shown as stacked bars. (D): As above, but displaying data according to protein functional classes. QconCATs were designed and synthesized by functional groupings. Protein quantification classifications Protein type 'A' (green) includes AA, AB and AC peptide classifications, protein type 'B' (orange) includes BB and BC peptide classifications, protein type 'C' (red) represents the CC peptide group.

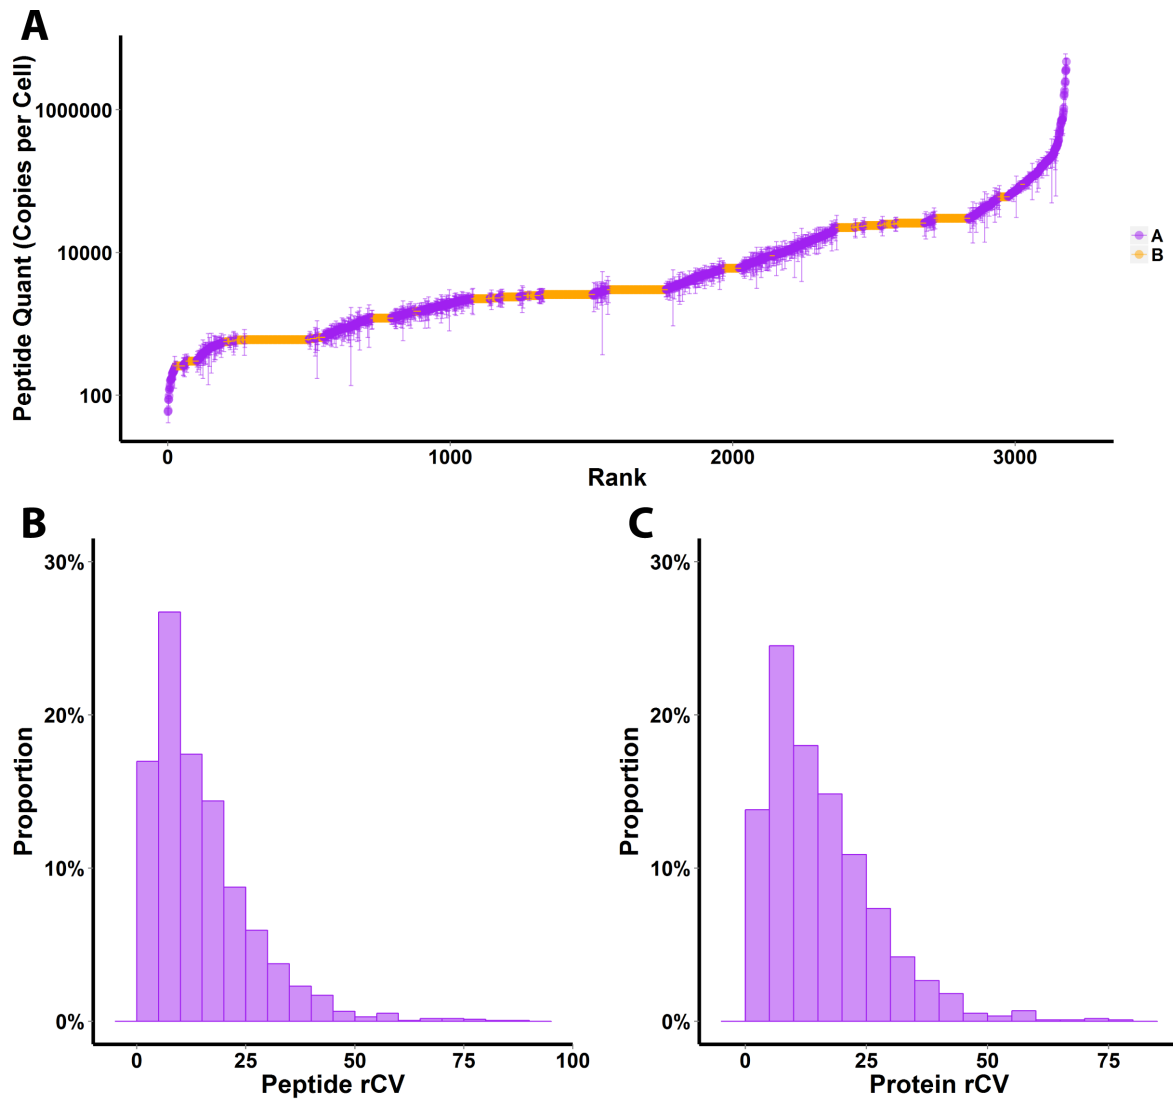

*Supplementary Figure S2.*

A: An S-curve scatter plot showing peptide quantification values in copies per cell (cpc) ranked in ascending order. The A-type peptides are shown in purple and the upper quantification limit for B-type peptides are shown in orange. The error bars on the A-type peptides show the robust standard deviation (rSD) across the biological replicates. B: The distribution of robust coefficient of variance values (rCVs) are shown in histograms at the peptide level, and in C: at the protein level. The median rCVs are 11.4% and 12.6% respectively, for peptides and proteins.

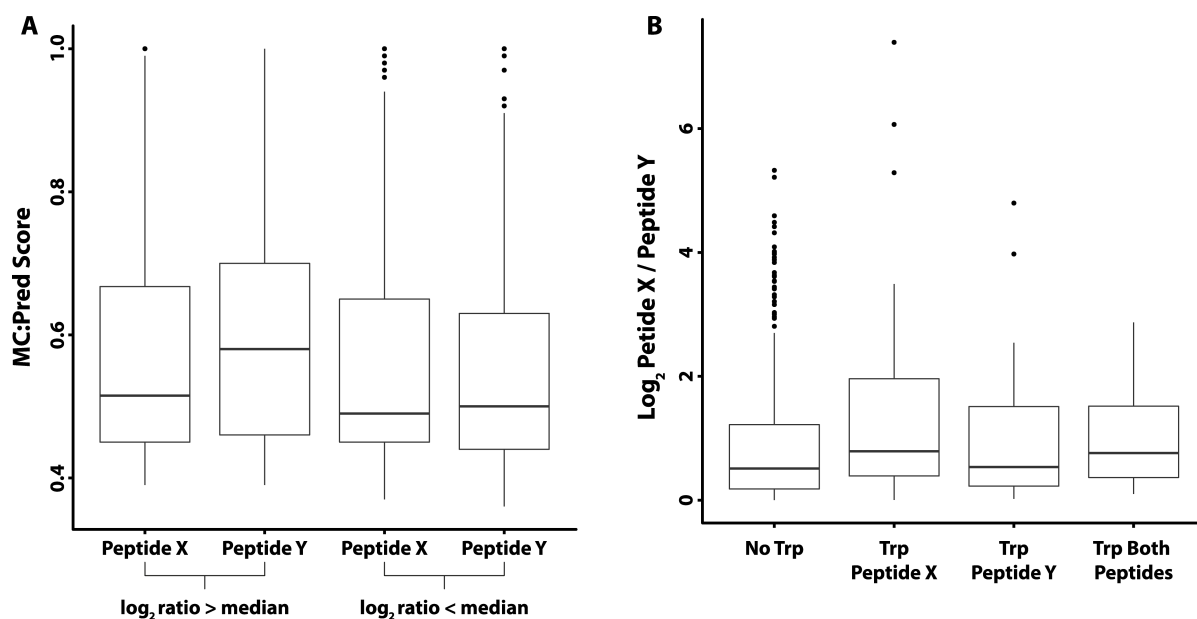

**Supplementary Figure S3.**

Boxplots showing distinguishing features between sibling peptides for proteins quantified by two A-type peptides. A: The predicted missed-cleavage propensity scores (MC:Pred) are shown for sibling peptides for proteins where sibling A-types agree ( $\log \text{ratio} < \text{median} \log \text{ratio}$ ) and those that do not agree ( $\log \text{ratio} > \text{median} \log \text{ratio}$ ). Sibling peptides are labelled as either X or Y, so that peptide X quantification  $>$  peptide Y in all cases. A significant difference in MC:Pred score is observed for Y peptides in proteins where sibling peptides do not agree *versus* proteins where sibling peptides do agree (Wilcoxon Rank Test,  $p < 0.001$ ). B: The log ratio of sibling peptide quantifications (using the same XY nomenclature) is shown for proteins quantified by two peptides. Proteins were classified by the presence of tryptophan in the Q-peptides where either none, one or both peptides contain tryptophan. There is a small but modestly significant difference between log ratio for proteins where peptide X (only) contains a tryptophan and those proteins where neither contain tryptophan (Wilcoxon Rank Test,  $p < 0.05$ ). We highlight this test to illustrate the process we carried out to determine if there were any biases in amino acid composition leading to signal loss or disparity. This was the only case, and owing to the modest significance we elected not to use this in the final calculations.

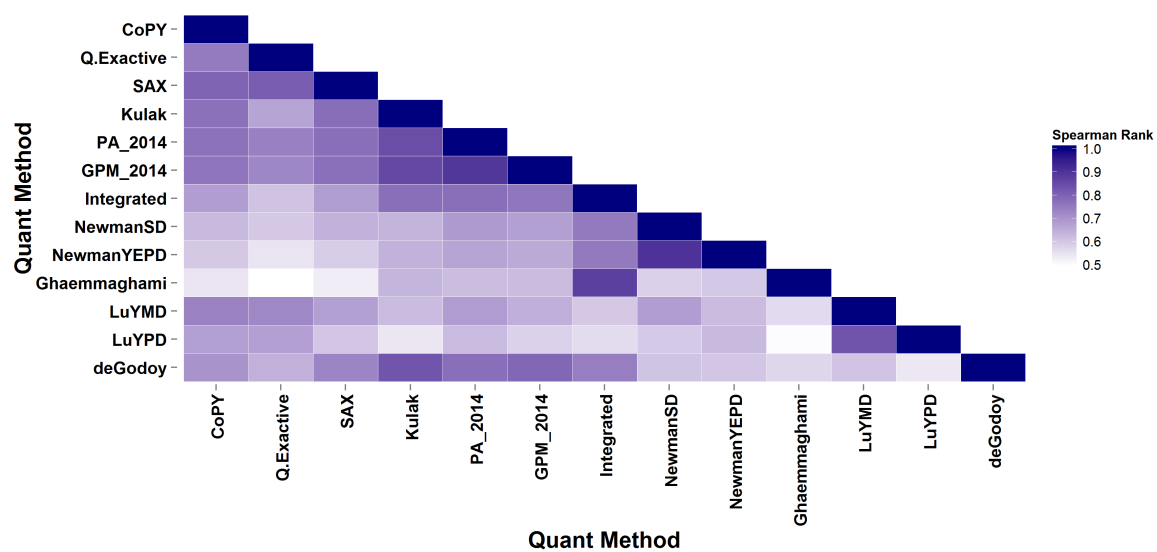

### Supplementary Figure S4

Spearman-correlation heatmap showing the comparison of PaxDB yeast proteome, Kulak and COPY datasets for all 1167 proteins quantified in the COPY project. (PA\_2014 indicates spectral counting from Peptide Atlas Yeast build 2014 and GPM\_2014 indicated spectral counting from all 2014 update of Yeast data in GPM database)

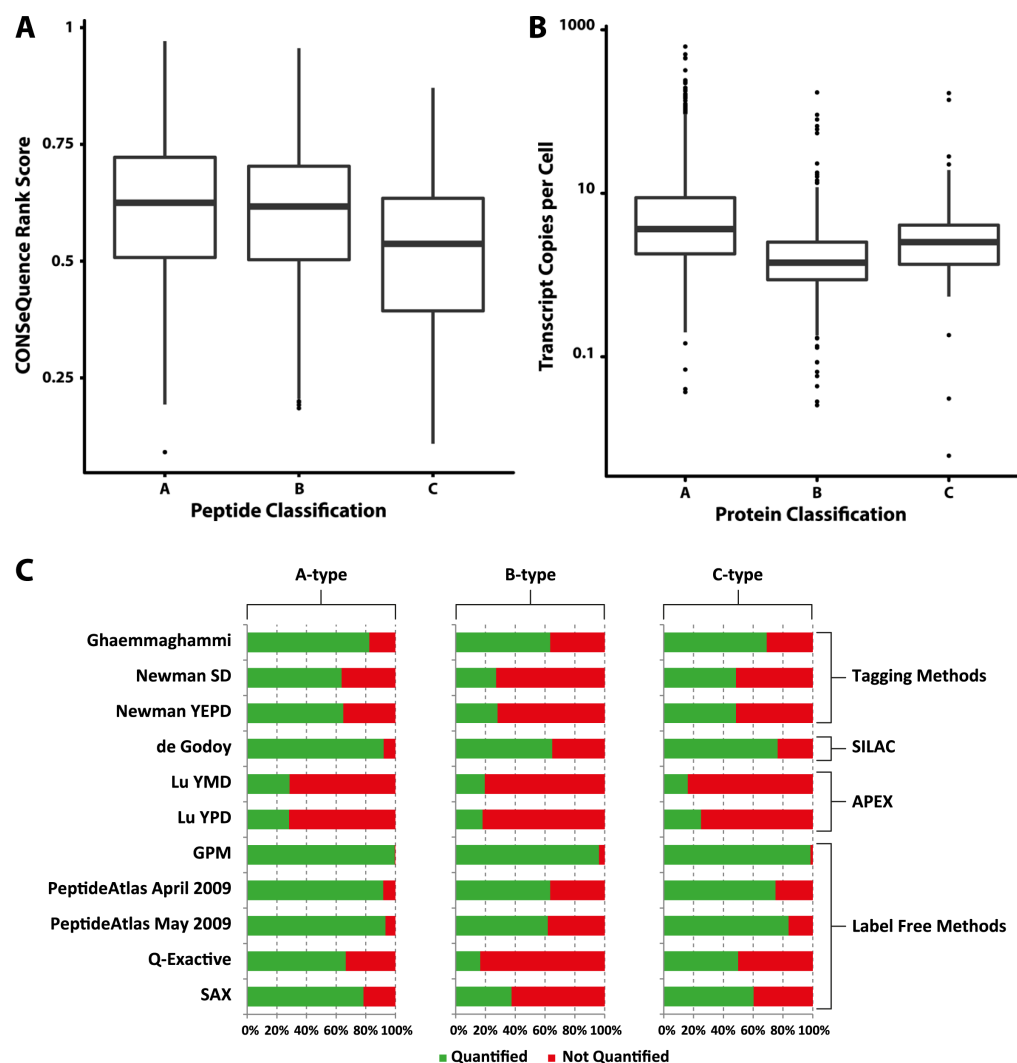

**Supplementary Figure S5.**

A: Peptide “detectability” prediction scores. The boxplot here shows the predicted detectability score using CONSeQuence of the three observed Q-peptide categories, where the higher score equates to a predicted higher detectability. Peptides were classified by quantification type as before: Type A where reliable data for both the reference and analyte peptide are observed, type B where only data for the reference Q-peptide is available, and type C where we do not see any data for either reference or analyte peptides. Type C peptides are significantly poorly predicted compared to A and B. B: Transcript abundance boxplots for protein quantification categories. Proteins were classified based on their peptide categories. Type A proteins have at least one type A peptide, Type B proteins have no type A but at least one type B, and Type C if neither peptide is type A or B. The boxplots show the respective transcript levels of the three protein categories, plotting transcript copies per cell values as described in the Methods on a log scale. Notably, type B proteins have significantly lower transcript levels compared to type A and C, suggesting they are also likely to be low abundance at the protein level. 

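Mean log10 transcript cpc was 0.659 (SD 0.583 across 1167 genes) for type A, 0.169 (SD 0.431 across 659 genes) for type B and 0.401 (SD 0.651 across 68 genes) for type C. Type B lay below type C, with a difference of -0.232 (SD 0.033 over the 4 replicates used alone) and an adjusted p of 0.00018 from a permutation test with Benjamini-Hochberg adjustment over the 3 class comparisons. Type A was above type C by 0.258 (SD 0.023), with an adjusted p of 0.00062 from the same permutation test. Each replicate used alone gave the same order of the 3 classes, with differences between type B and type C of -0.307, -0.299, -0.271 and -0.235 in replicates 1 to 4. The difference between type A and type C depended most on the protein groups, and was 0.173 for single-ORF proteins, with an adjusted p of 0.010 from the permutation test. From the lower transcript levels of type B the paper proposes that these proteins are probably scarce too.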

C: Barcharts showing the proportion of proteins quantified (green) and not quantified (red) across the three protein classifications, broken down for each quantification dataset obtained from PaxDb as well our two label free acquisitions (Q-Exactive and SAX, See Supplementary methods). Of note, there are always proteins that were missed by other methods compared to the successful COPY A-type proteins. Similarly, the relative fraction of COPY B-type quantifications that were unreported by other methods is expanded in comparison to the A-type data, consistent with the fact that they are generally low abundance and hard to quantify by any method.

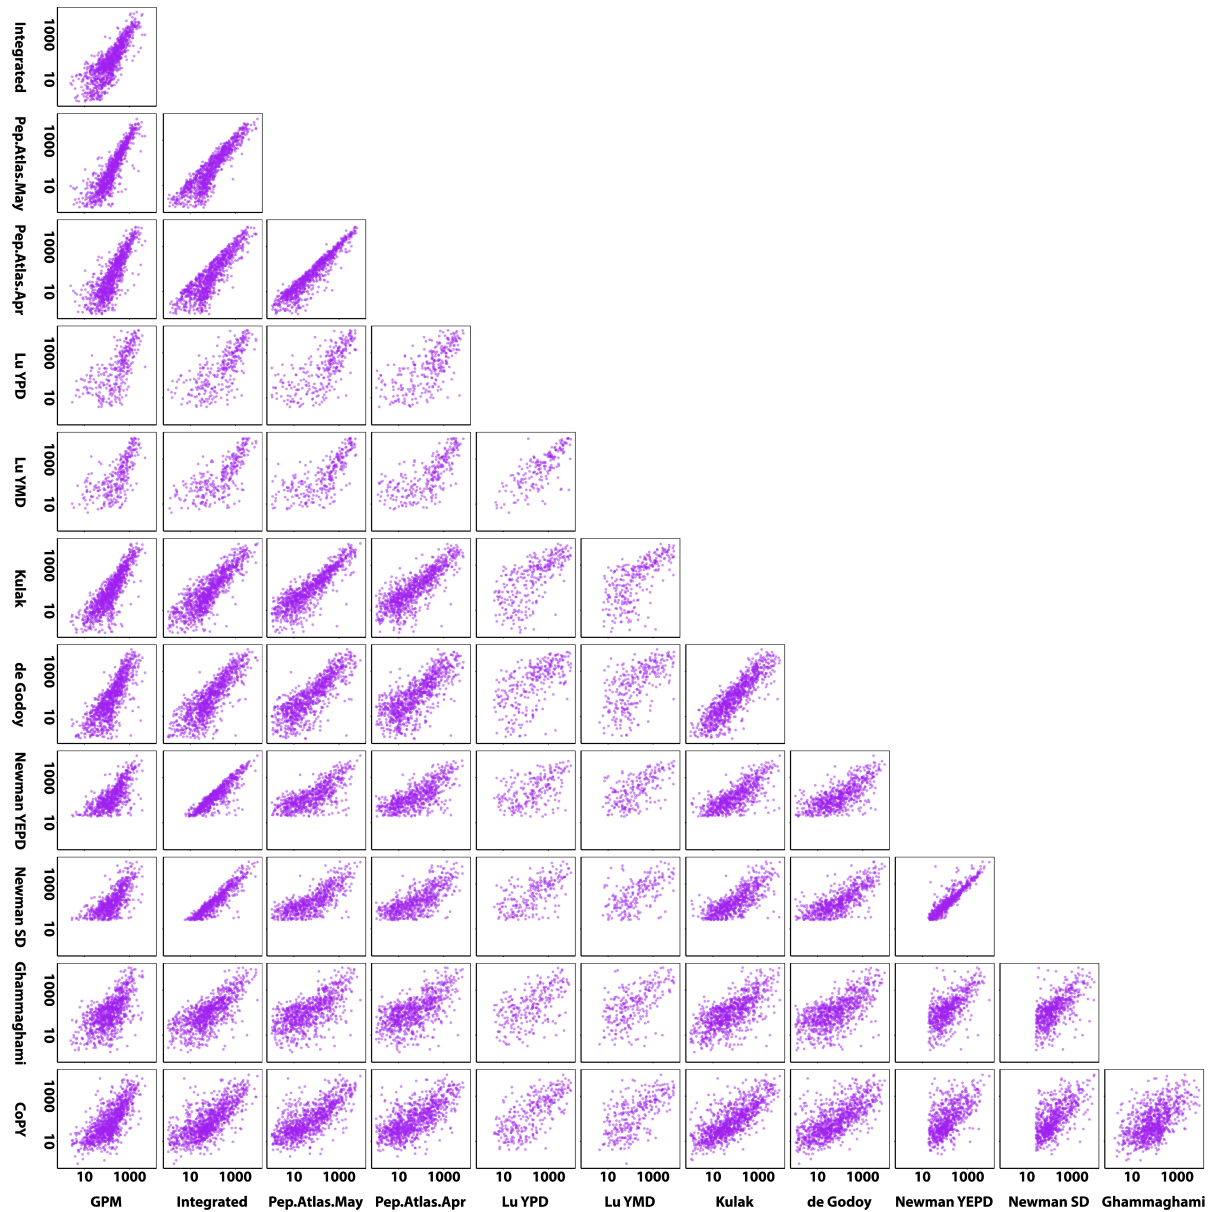

**Supplementary Figure S6**

Scatter plots of all *versus* all pairwise comparisons of the PaxDb yeast proteome, COPY and Kulak datasets, considering the subset of 1167 proteins quantified by COPY. All values are in parts per million (ppm). COPY quantified proteins were converted to ppm assuming an estimated 108 million protein molecules per cell.

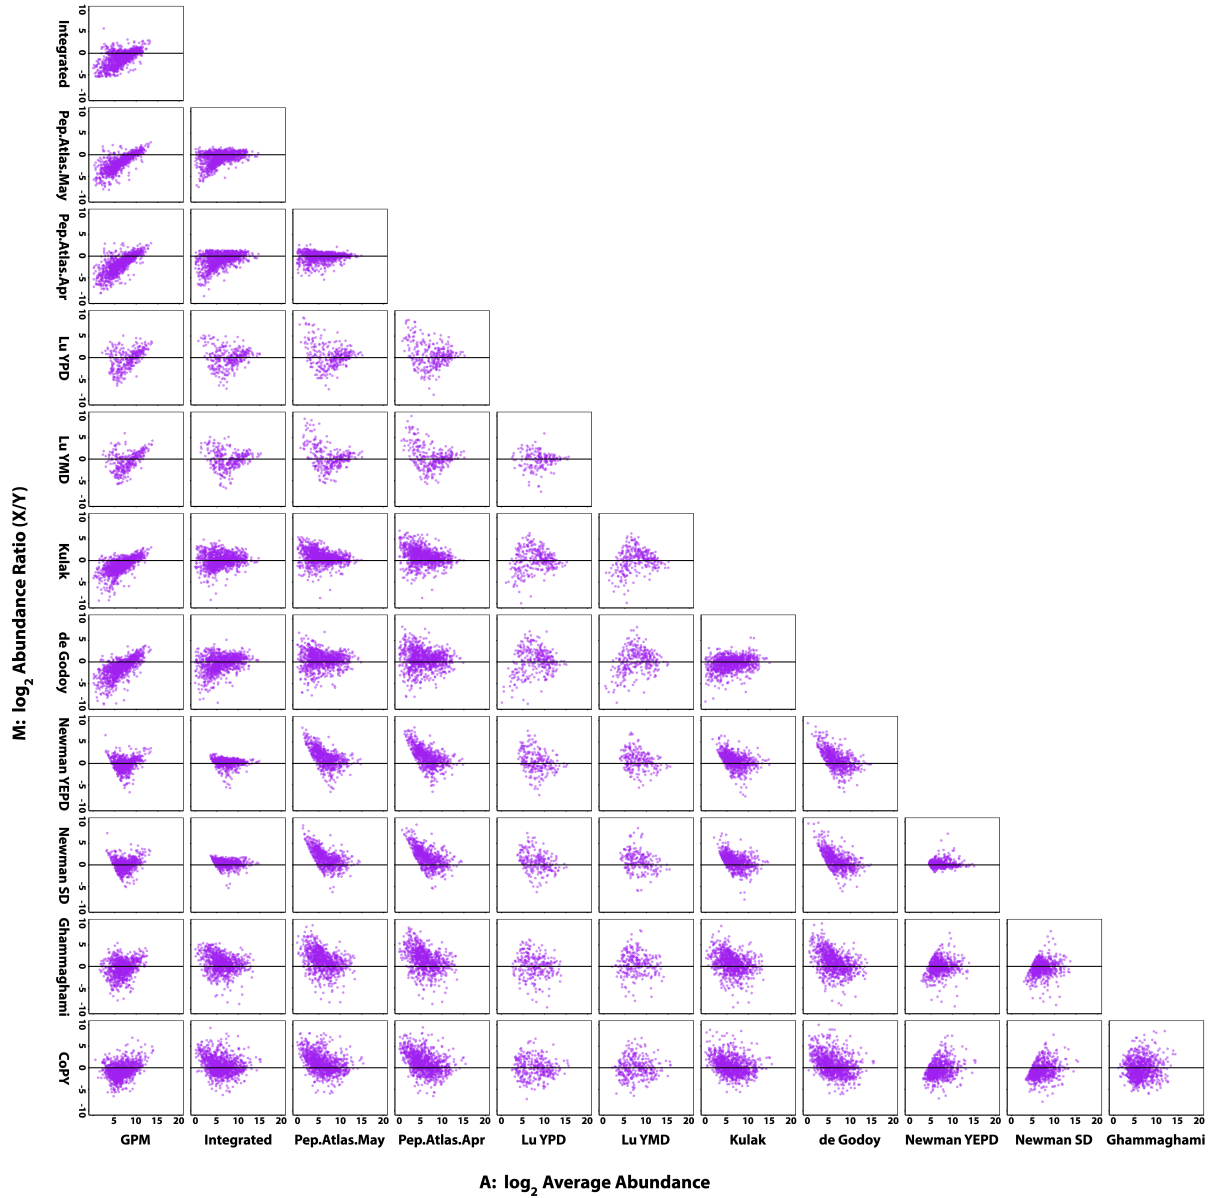

**Supplementary Figure S7**

M *vs* A-style plots for all *versus* all pairwise comparisons of PaxDb yeast proteome datasets, Kulak and the COPY datasets for all 1167 proteins quantified by COPY. All values are in parts per million (ppm). COPY quantified proteins were converted to ppm assuming the estimated 108 million protein molecules per cell. The x-axis is calculated for each protein common between two datasets as  $0.5 \times \log_2(\text{Dataset A} \times \text{Dataset B})$  and y-axis calculated as  $\log_2(\text{Dataset B} \div \text{Dataset A})$ , where Dataset A is labelled on the x-axis and Dataset B is labelled on the y-axis. This representation highlights systematic differences between methodologies which are often apparent at low abundances.

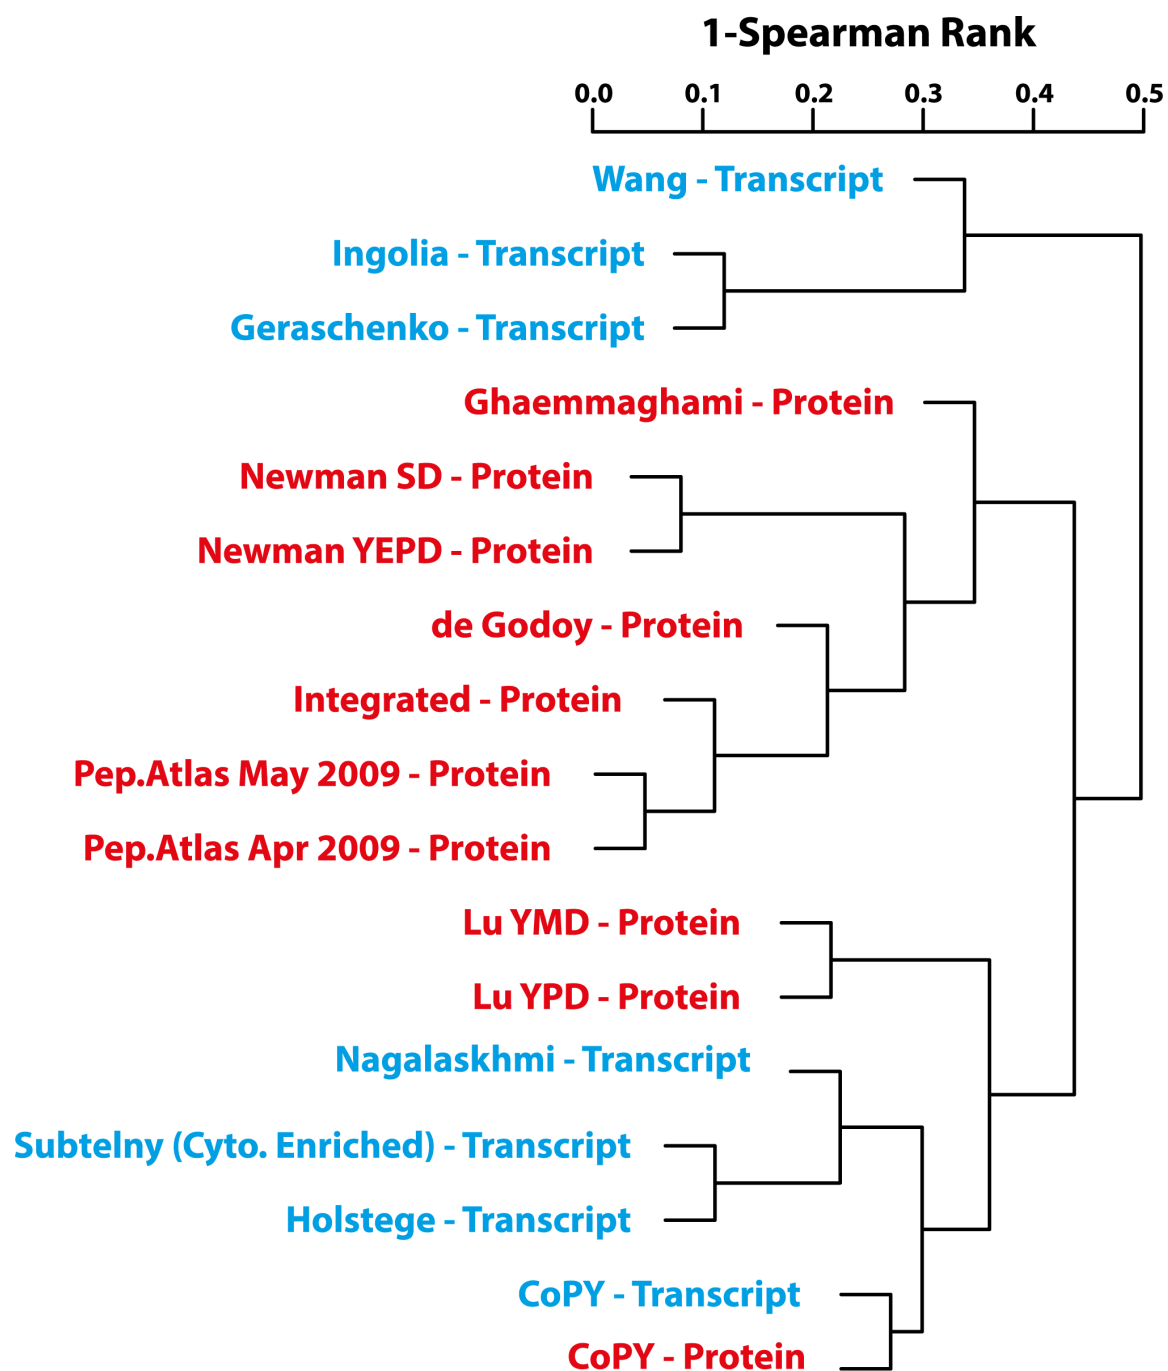

*Supplementary Figure S8.*

Clustering of independent proteome and transcriptome datasets. The dendrogram is based on the non-parametric comparison of independent proteomes and transcriptomes of yeast. Proteomic datasets (red) were obtained from CoPY project and PaxDb (Wang et al, 2012). The transcriptome datasets (blue) were obtained from the CoPY project, Wang (29) Ingolia (18), Gerashchenko (30), Nagalakshmi (31), Subtelny (20) and Holstege (32).

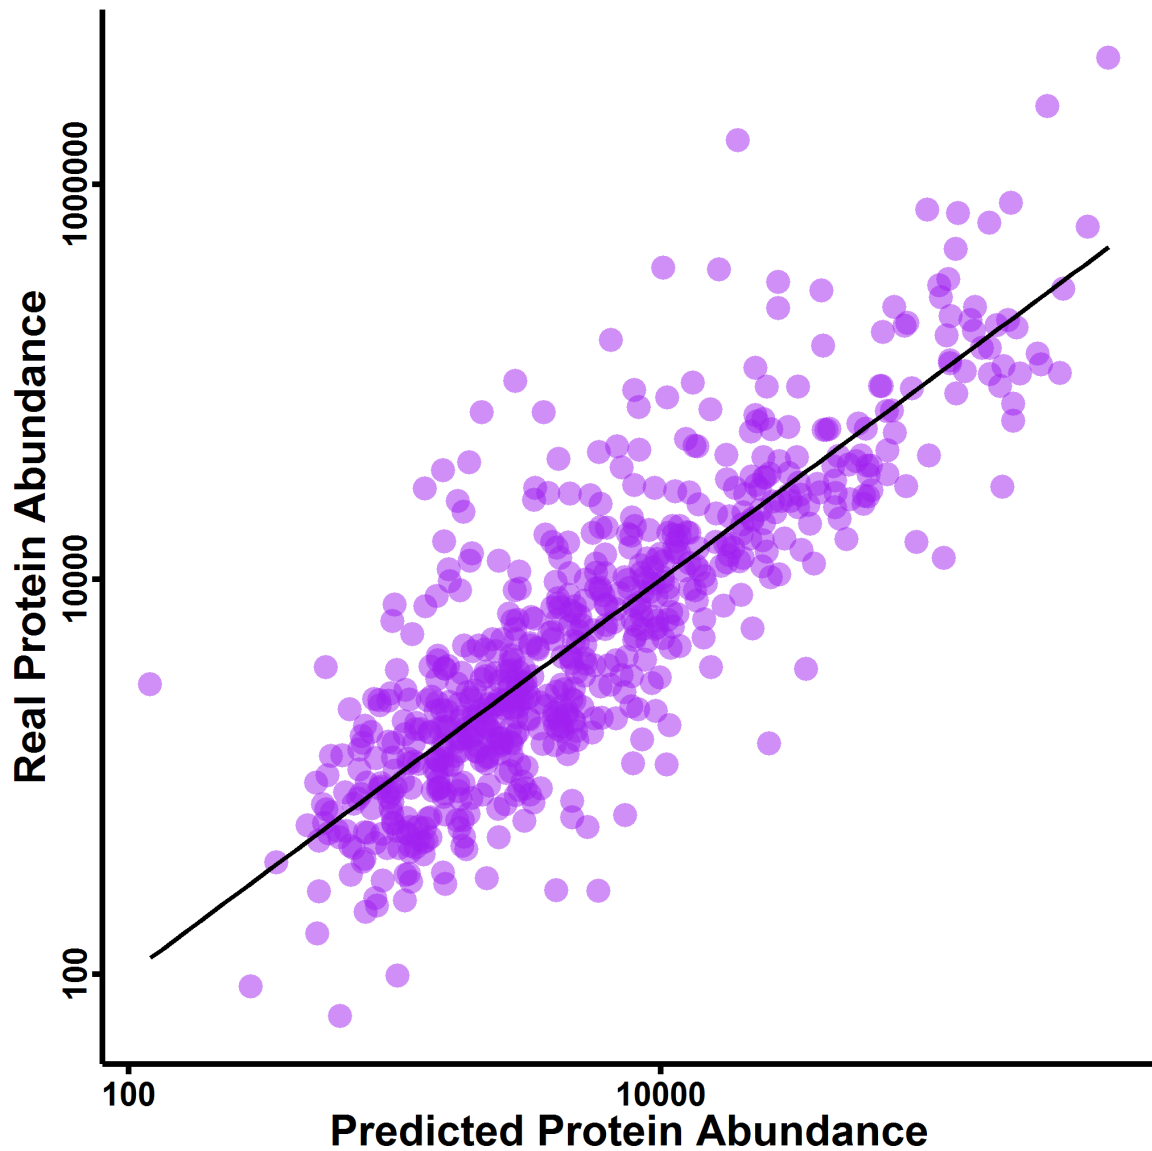

*Supplementary Figure S9.*

Relationship between actual and predicted protein abundance derived from linear modelling. The predicted and actual protein cpc values are highly correlated for the P1200 protein set under consideration, with a Spearman correlation of 0.84, demonstrating good predictive accuracy. The model uses using 60% of our protein abundance measurements, due to loss of some data points when combining features containing some missing data. As expected, this is common in post-genomic data sets which do not cover all genes/proteins/transcripts.

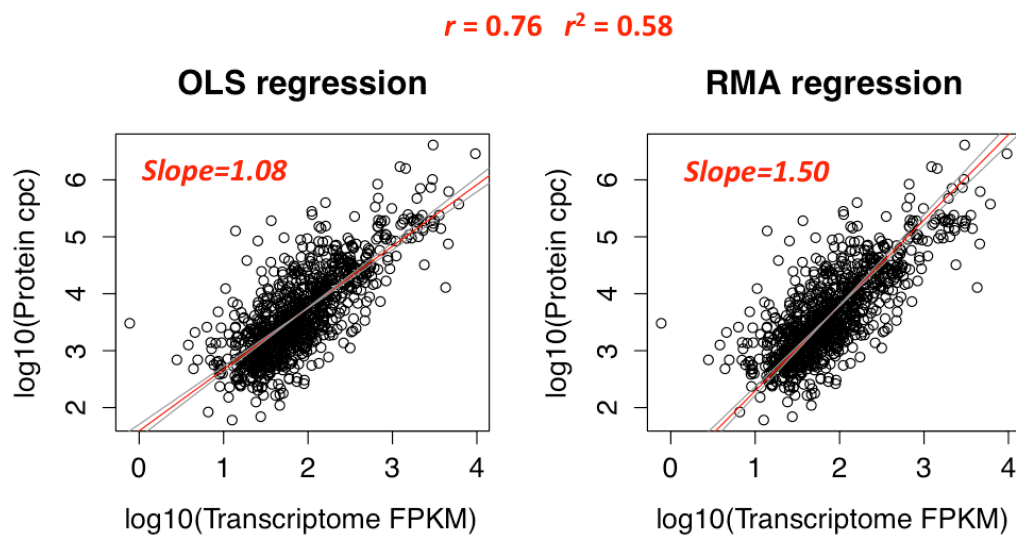

**Supplementary Figure S10.**

Relationship between protein and transcriptome abundance modeled with the R-package *lmodel2*. Two modelling approaches are shown, which both yield identical correlation coefficients, although they treat noise in the variables differently and hence generated different best-fit lines and slopes. The RMA modelling suggests a non-unitary relationship between protein and RNA abundance.

For two sibling class A peptides from the same protein P

**A**

SRM XIC-signal =  $\text{conc}^n Q \cdot \text{response factor } R$

e.g.  $A1R = Q^{A1R} \cdot R^1$  and  $A1T = Q^{\text{protein}} \cdot R^1$

$A2R = Q^{A2R} \cdot R^2$  and  $A2T = Q^{\text{protein}} \cdot R^2$

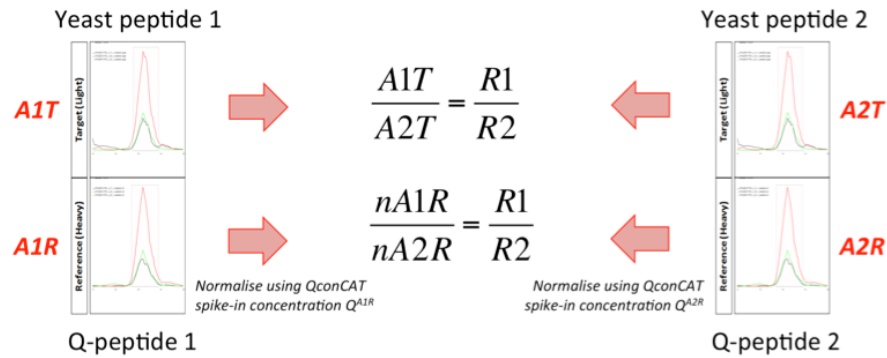

The two ratios characterise relative response rate from the surrogate peptide sibling pairs which ought to be equal in both the QconCAT and endogenous protein

**B**

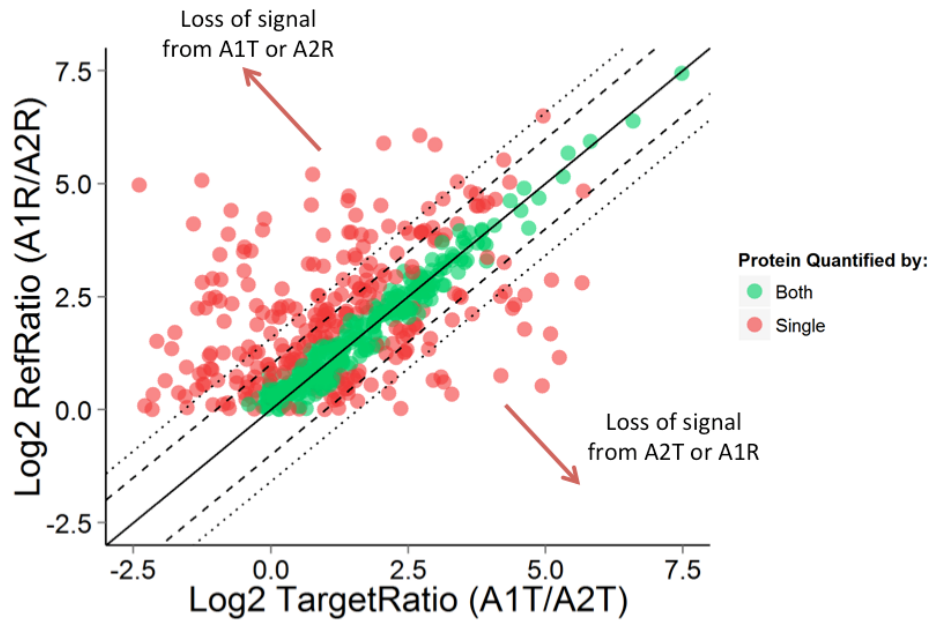

**Supplementary Figure S11.**

Comparison of SRM values for matched sibling peptides in QconCATs and endogenous yeast peptides. Panel A illustrates how the underlying response factor ratio of individual peptides in a pair should be concordant between the QconCAT and yeast peptides. This presumes that the digestion of the peptides and post-translational modifications are consistent between reference and target, and deviation from this ideal would lead to signal loss from one of the SRM values. Panel B illustrates the actual values calculated for 532 peptide pairs from our dataset plotting values where  $A1R > A2R$  in all cases. The majority of points, coloured green, lie close to the solid line representing expectation ( $x=y$ ) and where final protein quantification is the median value from all bio-replicates. The dashed line represents a two-fold discrepancy between the ratios and the dotted line represents a three-fold discrepancy, both indicating a 2 or 3 fold signal loss in either the target or reference peptides. Around 70% of all values lie within a 2-fold ratio difference.

# Supplementary material for: Direct and Absolute Quantification of over 1800 Yeast Proteins via Selected Reaction Monitoring
**Source:** Mol Cell Proteomics. 2016 Jan 10;15(4):1309–22. doi: 10.1074/mcp.M115.054288
**Supplement:** Supplemental Data

**Supplementary Table S1. Anaphase Promoting Complex/Cyclosome quantification by various methods**

|                    | Gene Name | Stoichio-<br>metry <sup>a</sup> | CoPY <sup>b</sup> | Kulak | Lu YPD |                    | Lu YMD |       | Newman<br>YEPD | Peptide Atlas<br>May2009 |       | GPM  |       | De Godoy |       | Newman<br>SD | PaxDB Integrated |       |     | Ghaemmaghami |  |
|--------------------|-----------|---------------------------------|-------------------|-------|--------|--------------------|--------|-------|----------------|--------------------------|-------|------|-------|----------|-------|--------------|------------------|-------|-----|--------------|--|
| Subunit            |           |                                 |                   | cpc   | ppm    | ratio <sup>c</sup> | ppm    | ratio | ppm            | ppm                      | ratio | ppm  | ratio | ppm      | ratio | ppm          | ppm              | ratio | ppm | ratio        |  |
| Apc1               | YNL172W   | 1                               | 260               | 28    | 4.18   | 1                  | 17.7   | 1     | NA             | 0.7                      | 1     | 14.0 | 1     | 5.40     | 1     | NA           | 1.4              | 1     | 4.0 | 1            |  |
| Apc2 (Rsi1)        | YLR127C   | 1                               | ND                | 43    | NA     | -                  | 10.1   | 0.6   | NA             | NA                       | -     | 103  | 7.3   | NA       | -     | NA           | 2.9              | 2.0   | 9.6 | 2.4          |  |
| Apc4               | YDR118W   | 1                               | <500              | 122   | NA     | -                  | 6.5    | 0.3   | NA             | NA                       | -     | 132  | 9.5   | 2.63     | 0.5   | NA           | 4.0              | 2.8   | 30  | 7.5          |  |
| Apc5 (Rmc1)        | YOR249C   | 1                               | <480              | 23    | NA     | -                  | NA     | -     | NA             | NA                       | -     | 77.7 | 5.5   | NA       | -     | NA           | 1.9              | 1.3   | 5.8 | 1.5          |  |
| Apc10 (Doc1)       | YGL240W   | 1                               | <500              | 151   | NA     | -                  | NA     | -     | NA             | 1.1                      | 1.6   | 84.5 | 6.0   | 0.43     | 0.1   | NA           | 3.5              | 2.4   | 30  | 7.5          |  |
| Apc11              | YDL008W   | 1                               | <500              | NA    | NA     | -                  | NA     | -     | 56.3           | NA                       | -     | 22.2 | 1.6   | 0.44     | 0.1   | 57.11        | 24.5             | 17    | 8.4 | 2.1          |  |
| Cdc23              | YHR166C   | 2                               | 830               | 72    | NA     | -                  | NA     | -     | NA             | 8.3                      | 12    | 140  | 10    | 0.04     | 0.0   | NA           | 7.7              | 5.4   | 1.8 | 0.5          |  |
| Cdc16              | YKL022C   | 2                               | ND                | 63    | NA     | -                  | NA     | -     | NA             | 0.1                      | 0.1   | 235  | 17    | 215      | 40    | NA           | 11.9             | 8.3   | 61  | 15           |  |
| Cdc27 (Apc3/Snb1)  | YBL084C   | 2                               | ND                | 70    | 56.5   | 14                 | 11.5   | 0.6   | 21.4           | 0.1                      | 0.2   | 111  | 8     | 0.04     | 0.0   | NA           | 9.0              | 6.3   | 13  | 3.3          |  |
| Apc9               | YLR102C   | 2?                              | <130              | NA    | NA     | -                  | NA     | -     | NA             | NA                       | -     | 35.9 | 2.6   | NA       | -     | NA           | 0.8              | 0.6   | NA  | -            |  |
| Mnd2               | YIR025W   | 1                               | ND                | 8     | NA     | -                  | NA     | -     | NA             | NA                       | -     | 119  | 8.5   | NA       | -     | NA           | 2.8              | 1.9   | NA  | -            |  |
| Apc13 (Swm1)       | YDR260C   | 1                               | ND                | NA    | NA     | -                  | NA     | -     | NA             | 3.8                      | 5.5   | 74.2 | 5.3   | NA       | -     | NA           | 3.8              | 2.6   | NA  | -            |  |
| Cdc26 (Hit3/Scd26) | YFR036W   | 2                               | <4780             | NA    | NA     | -                  | NA     | -     | NA             | NA                       | -     | NA   | -     | NA       | -     | NA           | NA               | -     | NA  | -            |  |
| Co-activators      |           |                                 |                   |       |        |                    |        |       |                |                          |       |      |       |          |       |              |                  |       |     |              |  |
| Cdc20              | YGL116W   | ND                              | <130              |       | 8.74   | 2.1                | NA     | -     | 23.5           | NA                       | -     | 153  | 11    | NA       | -     | NA           | 8.7              | 6.0   | NA  | -            |  |
| Cdh1               | YGL003C   | ND                              | 1000              |       | NA     | -                  | NA     | -     | NA             | NA                       | -     | 17.6 | 1.3   | NA       | -     | NA           | 0.4              | 0.3   | NA  | -            |  |

<sup>a</sup> based on Schreiber et al, 2011. <sup>b</sup>CPC (nearest 10). <sup>c</sup>Ratio w.r.t. Apc1

Quantification of the various anaphase promoting complex/cyclosome (APC/C) protein system components, along with co-activators. The yeast systematic ORF names are provided for the subunits and co-activators, as well as standard gene (SGD) names, along with the putative stoichiometry established from structural studies by Schreiber and colleagues (1). These are compared to known quantification values from various high-throughput studies in yeast, taking the ppm values from PaxDb (33), either derived by PaxDb or by the following studies: Lu YPD/YMD (34), Newman YPD/SD (35), de Godoy (36), Ghaemmaghami (37). Stoichiometric estimates are presented, where possible, expressed as a ratio w.r.t the Apc1 value. For example, we have calculated the stoichiometry of Cdc23, two

# Supplementary material for: Direct and Absolute Quantification of over 1800 Yeast Proteins via Selected Reaction Monitoring
**Source:** Mol Cell Proteomics. 2016 Jan 10;15(4):1309–22. doi: 10.1074/mcp.M115.054288
**Supplement:** Supplemental Data

**Supplementary Table S2. Translation associated features considered in the multivariate linear regression modelling.**

The second and third columns show the regression ( $R^2$ ) and Spearman Rank correlation of each feature to our measured protein abundance.

| Feature                                          | $R^2$ to Protein Abundance | Spearman Rank correlation to Protein Abundance |
|--------------------------------------------------|----------------------------|------------------------------------------------|
| mRNA abundance <sup>†</sup>                      | 0.58***                    | 0.73***                                        |
| tAI                                              | 0.53***                    | 0.69***                                        |
| CAF20 IP Enrichment                              | 0.42***                    | -0.64***                                       |
| EAP1 IP Enrichment                               | 0.42***                    | -0.63***                                       |
| eIF4G2 IP Enrichment                             | 0.34***                    | -0.58***                                       |
| PARS folding score                               | 0.31***                    | 0.52***                                        |
| eIF4G1 IP Enrichment                             | 0.27***                    | -0.52***                                       |
| Ribosomal Occupancy                              | 0.25***                    | 0.51***                                        |
| Ingolia Translation efficiency <sup>†§</sup>     | 0.21***                    | 0.49***                                        |
| Subtelny Translation efficiency <sup>†§</sup>    | 0.23***                    | 0.52***                                        |
| Ribosomal Density                                | 0.20***                    | 0.49***                                        |
| Median Poly-A tail length                        | 0.19***                    | -0.43***                                       |
| Geraschenko Translation efficiency <sup>†§</sup> | 0.15***                    | 0.42***                                        |
| eIF4E IP Enrichment                              | 0.14***                    | 0.37***                                        |
| mW                                               | 0.06***                    | -0.24***                                       |
| Length of transcript                             | 0.05***                    | -0.23***                                       |
| Protein Half Life <sup>†</sup>                   | 0.04***                    | 0.23 ***                                       |
| Transcript Half-Life <sup>†</sup>                | 0.001                      | -0.08*                                         |
| 5'UTR Length                                     | 0.001                      | -0.08*                                         |
| Pab1 IP Enrichment                               | 0                          | -0.001                                         |
| 3'UTR Length                                     | 0.002                      | 0.04                                           |

<sup>†</sup>Indicates log transformation for calculation of  $R^2$ .

<sup>§</sup>Translation efficiency calculated as the ratio between ribosomal bound transcript RPKM and all transcript RPKM from RNA-seq analysis.

Asterisks depict P-value significance as follows \*  $P \leq 0.01$ , \*\*  $P \leq 0.001$ , \*\*\*  $P \leq 0.0001$ .

**Supplementary Data File 1:** Excel file containing peptide and protein level classification and quantification for each bioreplicate. Additionally, RNA-seq FPKM values for our SOLiD sequencing runs are reported, as well as label-free intensity data for two independent quantifications of the yeast proteome (see Methods).

## References

1. Schreiber, A., Stengel, F., Zhang, Z., Enchev, R. I., Kong, E. H., Morris, E. P., Robinson, C. V., da Fonseca, P. C., and Barford, D. (2011) Structural basis for the subunit assembly of the anaphase-promoting complex. *Nature* 470, 227-232
2. Passmore, L. A., McCormack, E. A., Au, S. W., Paul, A., Willison, K. R., Harper, J. W., and Barford, D. (2003) Doc1 mediates the activity of the anaphase-promoting complex by contributing to substrate recognition. *The EMBO journal* 22, 786-796
3. Barford, D. (2011) Structure, function and mechanism of the anaphase promoting complex (APC/C). *Quarterly reviews of biophysics* 44, 153-190
4. Passmore, L. A., Booth, C. R., Venien-Bryan, C., Ludtke, S. J., Fioretto, C., Johnson, L. N., Chiu, W., and Barford, D. (2005) Structural analysis of the anaphase-promoting complex reveals multiple active sites and insights into polyubiquitylation. *Mol Cell* 20, 855-866
5. Harper, J. W., Burton, J. L., and Solomon, M. J. (2002) The anaphase-promoting complex: it's not just for mitosis any more. *Genes & development* 16, 2179-2206
6. Shirayama, M., Zachariae, W., Ciosk, R., and Nasmyth, K. (1998) The Polo-like kinase Cdc5p and the WD-repeat protein Cdc20p/fizzy are regulators and substrates of the anaphase promoting complex in *Saccharomyces cerevisiae*. *The EMBO journal* 17, 1336-1349
7. Nagai, M., and Ushimaru, T. (2014) Cdh1 is an antagonist of the spindle assembly checkpoint. *Cellular signalling* 26, 2217-2222
8. Brownridge, P., Holman, S. W., Gaskell, S. J., Grant, C. M., Harman, V. M., Hubbard, S. J., Lanthaler, K., Lawless, C., O'Cualain, R., Sims, P., Watkins, R., and Beynon, R. J. (2011) Global absolute quantification of a proteome: Challenges in the deployment of a QconCAT strategy. *Proteomics* 11, 2957-2970
9. Brownridge, P., Lawless, C., Payapilly, A. B., Lanthaler, K., Holman, S. W., Harman, V. M., Grant, C. M., Beynon, R. J., and Hubbard, S. J. (2013) Quantitative analysis of chaperone network throughput in budding yeast. *Proteomics* 13, 1276-1291
10. Lawless, C., and Hubbard, S. J. (2012) Prediction of missed proteolytic cleavages for the selection of surrogate peptides for quantitative proteomics. *Omics* 16, 449-456
11. Silva, J. C., Gorenstein, M. V., Li, G.-Z., Vissers, J. P. C., and Geromanos, S. J. (2006) Absolute Quantification of Proteins by LCMSE : A Virtue of Parallel ms Acquisition. *Molecular & Cellular Proteomics* 5, 144-156
12. Wiśniewski, J. R., Zougman, A., and Mann, M. (2009) Combination of FASP and StageTip-Based Fractionation Allows In-Depth Analysis of the Hippocampal Membrane Proteome. *Journal of Proteome Research* 8, 5674-5678
13. Rappsilber, J., Mann, M., and Ishihama, Y. (2007) Protocol for micro-purification, enrichment, pre-fractionation and storage of peptides for proteomics using StageTips. *Nat. Protocols* 2, 1896-1906
14. Cox, J., and Mann, M. (2008) MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. *Nat Biotech* 26, 1367-1372

15. Cox, J., Neuhauser, N., Michalski, A., Scheltema, R. A., Olsen, J. V., and Mann, M. (2011) Andromeda: A Peptide Search Engine Integrated into the MaxQuant Environment. *Journal of Proteome Research* 10, 1794-1805
16. Brownridge, P., and Beynon, R. J. (2011) The importance of the digest: proteolysis and absolute quantification in proteomics. *Methods* 54, 351-360
17. Arava, Y., Wang, Y., Storey, J. D., Liu, C. L., Brown, P. O., and Herschlag, D. (2003) Genome-wide analysis of mRNA translation profiles in *Saccharomyces cerevisiae*. *Proceedings of the National Academy of Sciences of the United States of America* 100, 3889-3894
18. Ingolia, N. T., Ghaemmaghami, S., Newman, J. R. S., and Weissman, J. S. (2009) Genome-Wide Analysis in Vivo of Translation with Nucleotide Resolution Using Ribosome Profiling. *Science* 324, 218-223
19. Kertesz, M., Wan, Y., Mazor, E., Rinn, J. L., Nutter, R. C., Chang, H. Y., and Segal, E. (2010) Genome-wide measurement of RNA secondary structure in yeast. *Nature* 467, 103-107
20. Subtelny, A. O., Eichhorn, S. W., Chen, G. R., Sive, H., and Bartel, D. P. (2014) Poly(A)-tail profiling reveals an embryonic switch in translational control. *Nature* 508, 66-71
21. dos Reis, M., Savva, R., and Wernisch, L. (2004) Solving the riddle of codon usage preferences: a test for translational selection. *Nucleic Acids Research* 32, 5036-5044
22. Costello, J., Castelli, L., Rowe, W., Kerhsaw, C., Talavera, D., Muhammad, S., Sims, P., Grant, C., Pavitt, G., Hubbard, S., and Ashe, M. (2015) Global mRNA selection mechanisms for translation initiation. *Genome Biol* 16, 10
23. Vogel, C., Abreu Rde, S., Ko, D., Le, S. Y., Shapiro, B. A., Burns, S. C., Sandhu, D., Boutz, D. R., Marcotte, E. M., and Penalva, L. O. (2010) Sequence signatures and mRNA concentration can explain two-thirds of protein abundance variation in a human cell line. *Molecular systems biology* 6, 400
24. Zur, H., and Tuller, T. (2013) Transcript features alone enable accurate prediction and understanding of gene expression in *S. cerevisiae*. *BMC Bioinformatics* 14, S1
25. Geisberg, Joseph V., Moqtaderi, Z., Fan, X., Ozsolak, F., and Struhl, K. (2014) Global Analysis of mRNA Isoform Half-Lives Reveals Stabilizing and Destabilizing Elements in Yeast. *Cell* 156, 812-824
26. Belle, A., Tanay, A., Bitincka, L., Shamir, R., and O'Shea, E. K. (2006) Quantification of protein half-lives in the budding yeast proteome. *Proceedings of the National Academy of Sciences of the United States of America* 103, 13004-13009
27. Rechsteiner, M., and Rogers, S. W. (1996) PEST sequences and regulation by proteolysis. *Trends in Biochemical Sciences* 21, 267-271
28. Csárdi, G., Franks, A., Choi, D. S., Airoidi, E. M., and Drummond, D. A. (2015) Accounting for Experimental Noise Reveals That mRNA Levels, Amplified by Post-Transcriptional Processes, Largely Determine Steady-State Protein Levels in Yeast. *PLoS Genet* 11, e1005206
29. Wang, Y., Liu, C. L., Storey, J. D., Tibshirani, R. J., Herschlag, D., and Brown, P. O. (2002) Precision and functional specificity in mRNA decay. *Proceedings of the National Academy of Sciences* 99, 5860-5865
30. Gerashchenko, M. V., Lobanov, A. V., and Gladyshev, V. N. (2012) Genome-wide ribosome profiling reveals complex translational regulation in response to oxidative stress. *Proceedings of the National Academy of Sciences* 109, 17394-17399

31. Nagalakshmi, U., Wang, Z., Waern, K., Shou, C., Raha, D., Gerstein, M., and Snyder, M. (2008) The Transcriptional Landscape of the Yeast Genome Defined by RNA Sequencing. *Science* 320, 1344-1349
32. Holstege, F. C. P., Jennings, E. G., Wyrick, J. J., Lee, T. I., Hengartner, C. J., Green, M. R., Golub, T. R., Lander, E. S., and Young, R. A. (1998) Dissecting the Regulatory Circuitry of a Eukaryotic Genome. *Cell* 95, 717-728
33. Wang, M., Weiss, M., Simonovic, M., Haertinger, G., Schrimpf, S. P., Hengartner, M. O., and von Mering, C. (2012) PaxDb, a database of protein abundance averages across all three domains of life. *Mol Cell Proteomics* 11, 492-500
34. Lu, P., Vogel, C., Wang, R., Yao, X., and Marcotte, E. M. (2007) Absolute protein expression profiling estimates the relative contributions of transcriptional and translational regulation. *Nat Biotechnol* 25, 117-124
35. Newman, J. R., Ghaemmaghami, S., Ihmels, J., Breslow, D. K., Noble, M., DeRisi, J. L., and Weissman, J. S. (2006) Single-cell proteomic analysis of *S. cerevisiae* reveals the architecture of biological noise. *Nature* 441, 840-846
36. de Godoy, L. M., Olsen, J. V., Cox, J., Nielsen, M. L., Hubner, N. C., Frohlich, F., Walther, T. C., and Mann, M. (2008) Comprehensive mass-spectrometry-based proteome quantification of haploid versus diploid yeast. *Nature* 455, 1251-1254
37. Ghaemmaghami, S., Huh, W. K., Bower, K., Howson, R. W., Belle, A., Dephoure, N., O'Shea, E. K., and Weissman, J. S. (2003) Global analysis of protein expression in yeast. *Nature* 425, 737-741

How the deposited data were processed for this re-analysis (not part of the article)

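RNA-seq was available for 4 chemostat cultures of 1 strain under 1 condition, so the analysis compares transcripts and proteins across genes and compares no groups of samples. The authors mapped SOLiD reads to the S. cerevisiae genome of the Saccharomyces Genome Database with Bowtie, quantified transcripts with Cufflinks and deposited, for each replicate, FPKM with lower and upper confidence bounds. The deposited coverage is a signal, the mean read depth over the bases of a transcript. The read counts are not in the files analysed here, so no test for counts was applied, and values were tested on the log10 scale. Protein cpc, peptide values per replicate and the classes A, B and C came from the paper's supplemental data.

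FPKM of the 6603 mRNA features were averaged over the 4 replicates, summed over the ORFs of a protein group, divided by the total FPKM of the mRNA features and multiplied by 60000 mRNA copies per cell. No pseudocount and no filter was applied beyond a mean FPKM above 0. Depth was 182.8, 212.4, 159.6 and 245.2 megabases mapped in replicates 1 to 4, as the ratio of FPKM to coverage gives it. The read length is not in the files analysed here, and a length of 50 bases was assumed where a depth in reads is given and where the smallest detectable value was set at 3 reads.

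Correlations, slopes, ratios and totals used the 1167 type A proteins. Permutation tests used 100000 resamples and bootstrap intervals 10000 resamples of the proteins at 95% confidence. The 3 comparisons between protein classes were adjusted by the Benjamini-Hochberg method. Slopes were set against 1 by their bootstrap intervals. The ranged major axis was coded from its formula, since the lmodel2 package was not available. Repeatability is the mean correlation over the 6 replicate pairs. For results that use transcripts, a replicate used alone means its transcripts with the final protein cpc unchanged. The tAI was calculated from R64 coding sequences and 273 nuclear tRNA genes, with stop and methionine codons left out. Slopes, permutation tests, a bootstrap interval, the Benjamini-Hochberg method, the noise correction, a tAI weight and the outlier ratio were tested on data with known answers. All 13 tests passed. The ranged major axis was tested only on exactly linear data and for rescaling, and the noise correction only with single-replicate values. Spearman's correlation, the median ratio, the total and the r2 gain from tAI had no such test.

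Genes are named by a rule fixed before the processed files were available. It takes the genes the paper names beside a ratio or at the ends of its protein range, the 5 proteins at each end of the proteins per transcript, the 10 ORFs with the highest mean FPKM, the genes of the strain genotype and a list of mating-type-specific genes. Alternatives covered the averaging, the scaling of replicates, protein groups with several ORFs, pseudocounts of 0.1 and 1 FPKM, a minimum of 1 FPKM in every replicate, AA proteins only, each replicate left out in turn, the features in the mRNA total, 15000 mRNA copies per cell, the form of the extrapolation, the regression method and the wobble penalties. For the noise-corrected correlation, 8 settings that change the correlation and the repeatability together were added after seeing the data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. The label-free quantifications that the paper lists in its supplemental data were not used. Proteomes and transcriptomes of other studies and the further features of the paper's linear model are not in the files analysed here.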

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

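Noncoding RNAs, which the paper does not analyse, held 94.2% of the summed FPKM on average, and 96.7%, 94.6%, 93.1% and 92.7% in replicates 1 to 4. The largest was the tRNA tQ(CUG)M of 72 bases, with FPKM of 19733800, 5511630, 5043330 and 3090940. A candidate explanation is the length correction of short transcripts. FPKM multiplied by length implied at least 251.7% of the mapped bases in every replicate. RNAs shorter than 250 bases held 71.0%, 62.3%, 56.3% and 56.2% of the implied bases in replicates 1 to 4. Longer RNAs alone implied 110.1% to 112.1% of the mapped bases, so short RNAs do not carry all of the excess. The prediction was made after the totals had been seen and placed the excess in short RNAs. The pattern cannot be told apart from this explanation, nor is it fully covered by it. This reading replaced a first one that counted the shortfall against the explanation, and was adopted after the result was seen. No biological explanation was tested.

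The strain is deleted for ARG3 (YJL088W), LEU2, LYS2 and URA3, and each of these had an FPKM of 0 in all 4 replicates. Their highest rank was the 2.37 percentile of mRNA features, which is shared by all features at 0 and so adds nothing to those values. The values of 0 themselves speak against a mislabelled sample. HIS3 was flagged because its FPKM of 63.5 ± 6.9 (SD, n = 4) lies above the value of 3 reads in every replicate. Where in the ORF the reads lie, and so which part of the gene the strain keeps, cannot be seen in the files analysed here, and no explanation was tested for HIS3.

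Of 7 transcripts specific to the a mating type, 5 were above the value of 3 reads in all 4 replicates of this alpha strain, with mean FPKM of 6.56 for STE2, 4.76 for BAR1, 6.14 for AGA2, 5.96 for STE6 and 4.10 for ASG7. MFA1 and MFA2, of 111 and 117 bases, passed that value in 3 of 4 replicates. FPKM of MFA1 was 182.4, 0, 313.4 and 68.0 and that of MFA2 was 0, 62.9, 83.7 and 54.5 in replicates 1 to 4. The lower Cufflinks bound was 0 throughout for both and for AGA2, and was 0 in replicate 3 for ASG7. The means of MFA1 and MFA2, 140.9 and 50.2, exceed those of the alpha-specific MF(ALPHA)2 (10.1) and SAG1 (16.8). The median of the alpha-specific ORFs was at least 10.1 times that of the 7 a-specific ORFs in every replicate, which speaks against a mislabelled sample, although it does not hold for each ORF. This prediction was made after the values had been seen. Other sources of the signal were not tested.

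Among 55 groups of 4 values, 2 held a value far from the others, where 2.75 are expected by chance. STE6 had an FPKM of 7.74 in replicate 4 against 5.16 to 5.58 in the other replicates, and SPE1 had 103.5 in replicate 4 against 82.5 to 84.1. No technical or biological explanation was tested for either.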

How the results depend on the processing

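Of 171 recalculated values, 147 were unchanged, 20 moved by more than the SD between replicates, 1 lost its distance from the threshold and 3 changed direction. These alternatives were fixed before the processed files arrived. A result with a test counted as unchanged when its direction and its side of the threshold held. Any other value counted so when it moved by less than the SD between replicates. Apart from protein repeatability, this SD holds no variation of the proteins between replicates. The 3 correlations between protein and transcript, the 3 class comparisons and protein repeatability were unchanged by this measure under every alternative. So were the ranged major axis slope, the tAI correlation and the model with tAI. For results with a test the measure ignores size, so the 147 include values that moved by more than the SD. With the median of the replicates the squared correlation of 0.585 became 0.511 (SD 0.041). The ranged major axis slope of 1.487 became 1.711 there (SD 0.128). For single-ORF proteins the r2 with tAI went from 0.675 to 0.633 (SD 0.011).

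The least squares slope of 1.069 fell to 0.932 with the median of the replicates and to 0.977 for AA proteins only. Across the 4 fits that each left out 1 replicate it lay between 0.931, without replicate 1, and 1.081, without replicate 2. For single-ORF proteins it was 1.064 with an interval that includes 1. A few proteins with near-zero FPKM are a candidate explanation for the fall without replicate 1, since leaving out the 3 type A proteins under 1 FPKM in any replicate returned that slope to 1.089. LSM8 is one of them, with 3.93 FPKM in replicate 1 and 4.64e-07, 1.10e-06 and 1.04e-06 in replicates 2 to 4. The prediction for this test was made before its result was seen.

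Transcript repeatability of 0.786 rose to 0.946 with a pseudocount of 1 FPKM, 0.968 with at least 1 FPKM in every replicate, 0.952 for ORFs of type A proteins and 0.955 with Spearman's correlation, all of which reduce the weight of near-zero values. The corrected correlation of 0.870 fell to 0.790 with the repeatability of type A ORFs, to 0.813 with the median of replicates, and lay between 0.823 and 0.874 with one replicate left out. Most of these alternatives kept the main transcript repeatability. In 8 settings chosen after seeing the data it changed too, and all 8 lowered the value. With the repeatability of type A ORFs it was 0.738 for the median of replicates, 0.790 for replicates scaled to the same total, 0.766 for single-ORF proteins, 0.776 for the mean FPKM of a group's ORFs, 0.790 with a pseudocount of 0.1 FPKM and 0.778 for AA proteins. With their own repeatability it was 0.796 for a pseudocount of 1 FPKM and 0.789 for at least 1 FPKM in every replicate.

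The median of 1039 proteins per transcript became 1019 with a pseudocount of 1 FPKM, 1418 for AA proteins, 993 with nuclear ORFs only, 4156 with 15000 mRNA per cell and 19858 with all features in the total. Total protein of 99364304 copies became 90442862 for single-ORF proteins, 102524851 with the mean FPKM of a group's ORFs, 98432534 with a pseudocount of 1 FPKM, 107310736 for AA proteins, 96604284 with nuclear ORFs only and 1228503542 with all features. The median ratio times all mRNA gave 62341311 and the ratio of sums 188710761. The all-feature total divides the mRNA share among noncoding RNAs, and the last pair replaces the measured sum with a single ratio.

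Depth limits the lowest transcripts. A single read of 50 bases on 1 kilobase is worth 0.20 to 0.31 FPKM, so values under 1 FPKM rest on few reads.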

Differences from the paper's values

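The Pearson correlation was 0.765 against the paper's 0.72. Among the alternatives fixed before the files arrived, the median of the replicates gave 0.715, single-ORF proteins 0.742 and the fit without replicate 1 0.715. Each of these was within the replicate SD of the paper's value, and the others were not. The median and the fit without replicate 1 moved the squared correlation to 0.511 and 0.512, away from the paper's 0.58. The main setting met that value, with 0.585, which is the square of its 0.765. The paper's 0.72 and 0.58 do not stand in this relation, so no setting can meet both exactly. The difference from 0.72 may therefore lie within the paper's own values. For single-ORF proteins the squared correlation of 0.550 was within the SD of 0.58. Their Spearman correlation of 0.709 differed from the paper's 0.73.

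Protein repeatability was 0.9847, which rounds to the paper's 0.98, so at the precision of the paper there is no difference to explain. Spearman's correlation gave 0.981 and leaving out replicate 3 gave 0.982. The other alternatives lay between 0.984 and 0.987.

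Transcript repeatability was 0.786 against the paper's 0.96. The pseudocount of 1 FPKM gave 0.946, the minimum of 1 FPKM in every replicate 0.968, the ORFs of type A proteins 0.952 and Spearman's correlation 0.955, all within the SD between pairs. Leaving out a replicate did not close the gap.

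The noise-corrected correlation was 0.870 against the paper's 0.74. The 0.870 overcorrects, since it divides a correlation of averages by repeatabilities of single replicates. None of the alternatives fixed before the files arrived had a value within the SD of the paper's, and the nearest was 0.790 with the repeatability of type A ORFs. Most of them changed only the uncorrected correlation and kept the main transcript repeatability, so they bear little on this gap. Of 8 settings chosen after seeing the values, in which the repeatability changed as well, the median of the replicates with the repeatability of type A ORFs gave 0.738 and single-ORF proteins with that repeatability gave 0.766, both within the SD of the paper's value. The other settings of that kind gave 0.776 to 0.796 and were not within it.

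The squared correlation of tAI with protein was 0.593 against the paper's 0.53. It was 0.540 with all wobble penalties at 0.5 and 0.609 for AA proteins, and neither was within the SD.

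With transcripts and tAI the r2 was 0.675 against the paper's 0.63, and 0.633 for single-ORF proteins, the only alternative within the SD. Spearman's correlation for this model was 0.796 against the paper's 0.77, and it was not recalculated under the alternatives.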

Other observations

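The 10 ORFs with the highest mean FPKM include 8 shorter than 250 bases, a length that 5.41% of all mRNA features have (Fisher's exact test, p = 2.77e-09, adjusted p = 2.22e-08). The first of them are YJL047C-A with 58247 and YDR524W-C with 40322 mean FPKM, on ORFs of 135 and 90 bases. All 8 enter the mRNA total, so every cpc depends on their FPKM. A candidate explanation is the length correction of short transcripts. The test made for it cannot decide. In all 10 FPKM deciles the CV between replicates was higher for short ORFs, by a median of 49.0 percentage points, but a shorter ORF rests on fewer reads at the same FPKM, which raises its CV in any case. Among the 10 highest ORFs the CV was 6.5% to 22.0% for the 8 short ones, against 17.4% for TDH3 and 19.4% for PGK1. The prediction was made after the first look at the values. Reads from overlapping transcripts were not tested, and no biological explanation was tested.

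High numbers of proteins per transcript may partly come from sampling noise of low FPKM or from reads lost at repeated sequence. Of the type A proteins, 93.9% had narrower relative Cufflinks bounds than the median of the 5 highest ratios, but 26.7% had a lower FPKM than the median of these 5, and ASN2 had bounds narrower than most. Reads lost at repeated sequence apply to 1 of the 5, HXT6, of which 4.93% of the windows of 50 bases occur once in the genome. Neither explanation accounts for all 5. Both predictions were made before the test.

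Ribosomal proteins were predicted to yield fewer proteins per transcript, and the opposite was seen. For 65 ribosomal proteins the mean residual of log10 protein was 0.160 above that of 1102 other proteins (permutation p = 0.017, adjusted 0.046), and 0.149 above it with log10 length in the model (permutation p = 0.026, adjusted 0.048). For the 24 encoded by a single ORF the difference from other single-ORF proteins was 0.054 (permutation p = 0.61, adjusted 0.70). Both predictions concerned a deficit that was not seen, so these tests decide neither explanation, a reading adopted after the results were seen. A candidate explanation is reads lost at repeated sequence, since among the 65 the residual fell as the share of unique windows rose (Spearman -0.271, permutation p = 0.030, adjusted 0.048). The prediction of that fall was made after the excess was seen and before the test. The median share was 99.6%, and 34 of the 65 were under 100%. By this share, few reads could be lost for many of the 65. It does not count reads that match a similar but not identical sequence, so whether such losses could give the excess is open. Adjusted values are by the Benjamini-Hochberg method over the 8 tests made for these observations, and genes are not independent replicates. The 8 include length against proteins per transcript (Spearman -0.070, permutation p = 0.016, adjusted 0.046). They also include length against the residual (Spearman -0.041, permutation p = 0.16, adjusted 0.22). The relation with unique windows is a hypothesis from the same data, and no biological explanation was tested.

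Replicates 1 and 2, and replicates 3 and 4, had the closest transcript ranks, with a mean Spearman correlation of 0.968 against 0.949 and 0.948 for the other ways to pair the 4. Sequencing depth does not separate the pairs, since the 182.8 megabases of replicate 1 lie between the depths of replicates 3 and 4. In the protein values the same pairing ranked 1 of 3, with 0.982 against 0.981 and 0.981. This cannot decide whether the cultures differed. The 3 pairings are too few to test, and replicate numbers may not name the same culture in both data sets. By Pearson's correlation of log10 FPKM, replicates 1 and 3 (0.825) and 2 and 4 (0.830) were closest instead. That pairing does follow depth, with 182.8 and 159.6 megabases in replicates 1 and 3 and 212.4 and 245.2 in replicates 2 and 4. Depth is therefore left open for the Pearson pairing. The prediction on proteins was made before and that on depth after the values were seen, and a library batch is not named in the labels.

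Whether replicate numbers name the same culture in both data sets was tested over 1075 proteins by the correlation of gene-wise deviations. It was -0.038 under matching numbers, which ranked 20 of the 24 ways to match 4 with 4, an exact permutation p of 0.83 (adjusted 0.83) where 0.042 is the smallest possible. No pairing by number was therefore used.

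Transcript repeatability below the paper's value may come from very low FPKM, since the mean correlation over pairs was 0.968 (SD 0.008) without ORFs under 1 FPKM in any replicate. The prediction was made after part of this had been seen.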
